# Coupling of co-transcriptional splicing and 3’ end Pol II pausing during termination in Arabidopsis

**DOI:** 10.1186/s13059-023-03050-4

**Published:** 2023-09-11

**Authors:** Sixian Zhou, Fengli Zhao, Danling Zhu, Qiqi Zhang, Ziwei Dai, Zhe Wu

**Keywords:** Pol II transcription, Transcription termination, Co-transcriptional splicing, Exon numbers, Plants

## Abstract

**Background:**

In Arabidopsis, RNA Polymerase II (Pol II) often pauses within a few hundred base pairs downstream of the polyadenylation site, reflecting efficient transcriptional termination, but how such pausing is regulated remains largely elusive.

**Result:**

Here, we analyze Pol II dynamics at 3’ ends by combining comprehensive experiments with mathematical modelling. We generate high-resolution serine 2 phosphorylated (Ser2P) Pol II positioning data specifically enriched at 3’ ends and define a 3’ end pause index (3’PI). The position but not the extent of the 3’ end pause correlates with the termination window size. The 3’PI is not decreased but even mildly increased in the termination deficient mutant xrn3, indicating 3’ end pause is a regulatory step early during the termination and before XRN3-mediated RNA decay that releases Pol II. Unexpectedly, 3’PI is closely associated with gene exon numbers and co-transcriptional splicing efficiency. Multiple exons genes often display stronger 3’ end pauses and more efficient on-chromatin splicing than genes with fewer exons. Chemical inhibition of splicing strongly reduces the 3’PI and disrupts its correlation with exon numbers but does not globally impact 3’ end readthrough levels. These results are further confirmed by fitting Pol II positioning data with a mathematical model, which enables the estimation of parameters that define Pol II dynamics.

**Conclusion:**

Our work highlights that the number of exons via co-transcriptional splicing is a major determinant of Pol II pausing levels at the 3’ end of genes in plants.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-03050-4.

## Background

Control of gene expression at the transcriptional level is of vital importance. Transcription can be divided into three stages, initiation, elongation, and termination; among these, termination is the least understood [1, 2]. Accumulating evidence in plants indicates that the regulation of termination and/or pre-mRNA polyadenylation could play important roles in plant development and plant-environment interactions [3–6]. Albeit its importance, the mechanism underlying Pol II regulation at gene 3’ end is poorly understood in plants. Notably, flowering plants such as Arabidopsis harbor putative RNA 3’ end processing factors that are plant-specific, potentiating the presence of plant-specific mechanism of Pol II regulation at 3’ end.

For decades, the termination mechanism of Pol II in mammalian cells has been summarized by two alternative models, the torpedo model [7, 8] and the allosteric model [9]. In the torpedo model, cleavage occurs after Pol II passes through the polyadenylation signal. A 5’ to 3’ exonuclease then degrades the nascent RNA associated with transcribing Pol II and dissociates Pol II from the DNA template [7, 8]. In the allosteric model, Pol II elongation through the polyadenylation signal leads to a conformational change of Pol II or the dissociation of antitermination factors from Pol II, thus promoting termination [9]. Both models are supported by substantial evidence, while the latest evidence suggests a combined model (or the sitting duck model) is evident [10, 11]. In such a model, polyadenylation signal dependent-cleavage leads to dephosphorylation of SPT5 by PNUTS/PP1 and causes an allosteric switch of Pol II. Pol II slows down, allowing the XRN2 torpedo to catch up with transcribing Pol II and releasing it from the DNA template [10, 11].

To what extent the above mechanism holds in plants is largely unknown. In Arabidopsis, mutation of XRN3, a plant homolog of human XRN2, leads to increased readthrough transcripts [12–14] and an accumulation of RNAs with their 5’ end aligned at the cleavage site, supporting the torpedo model [15]. However, whether XRN3 affects Pol II pausing at 3’ end is unclear. Other known regulators of termination and or RNA 3’ end processing in plants include FCA [16, 17], FPA [18, 19], FY [20, 21], Cstf64, Cstf77 [22, 23], HLP1 [24], CPSF30 [3, 25], and BORDER [26]; intriguingly, most are also regulators of plant flowering time [5]. To date, the biochemical function, as well as the integration mechanism among these different proteins in plant Pol II termination remains elusive.

In mammals, high precision mapping of Pol II position was enabled by mammalian native elongation transcript sequencing (mNET-seq) [27]. In mNET-seq, Pol II is immunoprecipitated together with its associated 3’region of the nascent RNA by using monoclonal antibody that recognize the YSPTSPS repeats of endogenous Pol II CTD with or without phosphorylation at a certain cite. Pol II position in single-nucleotide resolution is then defined by mapping the 3’end of the immunoprecipitated RNA. Notably, due to the conservation of YSPTSPS repeats of Pol II CTD among eukaryotes [28], the antibody used in mNET-seq could be applicable for a broad range of species. Indeed, by applying mNET-seq in Arabidopsis (named as plant NET-seq, pNET-seq) [29], it was showed that the Pol II with unphosphorylated CTD is mainly enriched at gene 5’end, while Pol II with Ser5 phosphorylated (Ser5P) CTD is closely related with the spliceosome as splicing intermediates that are presumably protected by spliceosome are detected in Ser5P Pol II pNET-seq [29] and Total Pol II NET-seq data (known as plaNET-seq) [30]. Notably, Ser2P Pol II is mainly associated with active elongation and transcription termination [27, 31–33]. Arabidopsis Pol II, especially the Ser2P form, displays a sharp peak post polyadenylation site often within a few hundred base pairs [29, 30, 34], indicating plant Pol II pauses effectively at gene 3’end. In addition, the position of Pol II peak at gene 3’end coincide with the end of the termination window as measured by long-read sequencing [15], indicating Pol II 3’end pause is associated with termination. Consistent with the above notion, a plant homolog of Negative Elongation Factor [35] called BORDER [26] was reported to promote both 3’end Pol II pause (as detected in Ser2P, Ser5P and Total Pol II ChIP-seq) and termination in Arabidopsis.

Evidence across species, tissues, and cell types showed that transcription is tightly coupled with RNA processing, such that events like exon splicing occur simultaneously with Pol II elongation [36–43]. In Arabidopsis, introns are mainly removed co-transcriptionally [36, 37]. In addition, it was previously reported that co-transcriptional splicing efficiency correlates with the numbers of introns at genes, indicating widespread presence of cooperativity among the splicing of different exons within individual genes [36, 37]. Hence, the mechanistic basis of such cooperativity is unclear. Consistently, neighboring introns of mammalian genes also tend to be removed concurrently [43, 44]. Of note, in yeast and mammalian cells, splicing is also coupled with Pol II dynamics at gene 3’ end. 3’ end pause of Pol II is mainly observed in yeast genes with efficient splicing [45, 46]. Early evidence based on individual genes suggests that recruitment of splicing factors and correct assembly of the spliceosome are coupled to transcription termination in mammalian cells [47]. Consistently, the latest long-read PacBio sequencing data of nascent RNA showed inefficient co-transcriptional splicing is associated with defective 3’ end cleavage in mammals [43]. Whether and how splicing is coupled with Pol II at gene 3’ end in plants is unknown.

## Results

### Ser2P Pol II pauses at 3’ end of a subset of genes in Arabidopsis

To investigate the Pol II dynamics at gene 3’ end, we performed pNET-seq with an antibody (3E10) that specifically targets Pol II with a Ser2P CTD (Fig. 1a, Additional file 1: Fig. S1a), as we previously tested at the Arabidopsis *FLC* gene [33]. 

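Plant native elongating transcript sequencing (pNET-seq) reads the 3' ends of RNA that is held by Pol II, so each read marks the position of a transcribing polymerase. The Col-0 wild type data came from 14-day-old seedlings in 2 libraries, for which the paper's Table S1 gives 122648366 and 136131469 uniquely mapped reads. The authors trimmed adapters with fastp, mapped the reads to the TAIR10 genome with HISAT2, kept uniquely mapped reads and removed PCR duplicates by their unique molecular identifiers with gencore. Only the 3' nucleotide of read 1 was kept, and genes with a TPM of at least 1 were used. The deposited table pools both libraries and lists the genes that passed the authors' test for a pause, so there are no replicate columns and no spread between libraries is given here. For each gene it holds the number of reads in the gene body and in the peak window, and the ratio of their densities, which is the 3'PI. At the listed nuclear genes, 12224996 reads lay in gene bodies and 2601593 in peak windows, with a median of 188 gene body reads and 88 peak window reads per gene. Fewer than 20 gene body reads were counted at 718 genes, and the 3'PI of those genes is the least precise. For a random sample of the listed genes, the deposited p-values were recomputed with a one-sided Fisher's exact test. It set the reads of the peak window and the gene body against the lengths of both in bp. Of the sampled p-values, 100% came out the same within a small tolerance. Chloroplast and mitochondrial genes, 28 in the Col-0 table, were left out. Intervals given for medians and correlations are 95% intervals from 1000 resamplings of the genes. They describe the genes of these pooled libraries, since genes are not independent replicates.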

3E10 antibody is raised against the YSphPTSPS peptide, the sequence of which is highly conserved in Pol II CTD of both plants and mammals [28]. As we expected, the Ser2P pNET-seq data by 3E10 antibody showed solo enrichment at gene 3’ end (Fig. 1a) with no pronounced peak at gene 5’ end. Such a pattern is consistent with what we observed at *FLC* gene [33] and also the Ser2P Pol II ChIP-seq profile as generated by using another antibody [26]. Of note, previously published Ser2P pNET-seq data by using CMA602 antibody also showed certain enrichment at gene 5’end, in addition to the enrichment at gene 3’ end (Additional file 1: Fig. S1b, c) [29]. We reasoned that such difference is likely due to different antibody specificity towards Ser2P Pol II CTD (see “Discussion”). Nevertheless, given its tight association with gene 3’ end, we used our Ser2P Pol II pNET-seq data for further analysis. Both the previous data [29] and our data suggest Pol II pausing at gene 3’ end is profoundly associated with Pol II with Ser2P CTD, a feature that is conserved in plants and animals.

**Fig. 1:**
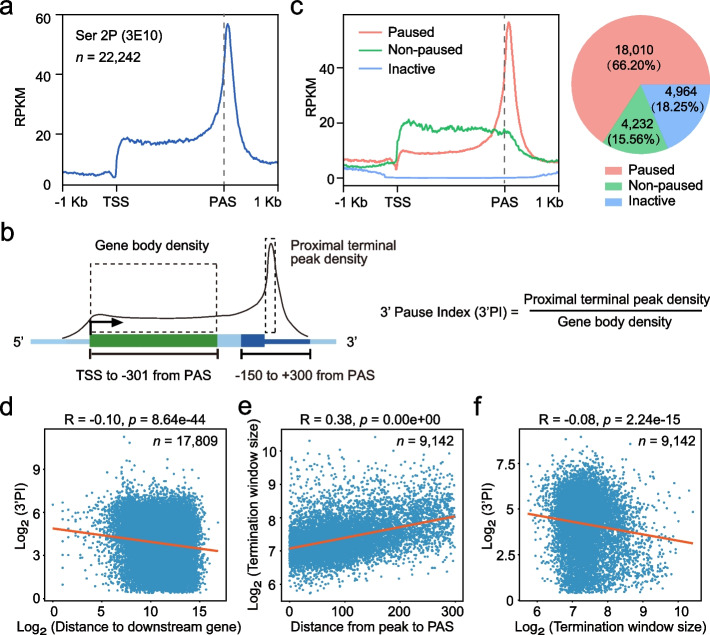
Quantification of Pol II pausing at gene 3’ end. **a** Metagene plot showing Pol II profile across protein-coding genes based on Ser2P Pol II pNET-seq data obtained with 3E10 antibody. Only the expressed protein-coding genes (TPM ≥ 1 based on the Ser2P Pol II pNET-seq data) are used for analysis. TSS, transcription start site. PAS, polyadenylation site. **b** Diagram showing the definition of the 3’ end pause index (3’PI). **c** Metagene profile of Ser2P Pol II at paused, non-paused, and inactive genes. Paused and non-paused genes were defined by 3’PI, and inactive genes were determined based on pNET-seq data (TPM < 1 at the gene region). **d** Scatter plot indicating the relationship between 3’PI and the distance to downstream gene. Only 3’ paused genes that does not overlap with other genes are used for this analysis. **e** Scatter plot showing the relationship between termination window size and the distance from 3’ end peak to PAS. **f** Scatter plot showing the relationship between 3’PI and the termination window size. For **e** and **f**, only genes with known termination window size and also 3’PI are used for the analysis. For **d** to **f**, the Spearman correlation coefficient is shown above the plot. The orange line indicates the trendline fitted based on the least squares method

Next, we wondered to quantify the relative extent of 3’ end Pol II pause at different genes. Of note, the levels of Pol II at any defined position of a gene is determined by Pol II initiation rate over its elongation rate at that position [33, 48]. Thus, the net peak height of the 3’ end Pol II peak is not a good estimate of the 3’ end pause levels and is strongly influenced by differential Pol II initiation rate at different genes [33, 48]. We therefore quantify the level of Pol II pausing by defining a 3’ end Pausing Index (3’PI) (Fig. 1b). We first defined the gene body (from transcription start site (TSS) to −301 of polyadenylation site (PAS)) and 3’ end region (− 150 to + 300 bp of the PAS) (For the choice of the 3’end region, see “Methods”). Using 50-bp sliding windows, we further identified a peak window within the 3’ end region for each expressed gene. Genes whose pNET-seq read density at the 3’ end peak window is significantly higher than the gene body are considered as 3’ end paused genes, and a 3’PI is calculated as the ratio between two values (Fig. 1b). The 3’PI reflects the extent of the 3’ end pause and is independent of Pol II initiation rate. Notably, among the expressed genes, there are 18,010 or 4232 genes with or without a 3’ end pause, respectively, suggesting 3’ end pause can be detected at the majority but not all of the genes (Fig. 1c; Additional file 1: Fig. S1d, e). In addition, we found that 3’PI only weakly related to the length of intergenic regions (*R* =  −0.1), suggesting the latter is not a major factor in determining Pol II pausing level at 3’end (Fig. 1d; Additional file 1: Fig. S2a).

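The Col-0 table listed 18010 nuclear genes whose peak window had a higher read density than the gene body at a Benjamini-Hochberg adjusted p-value threshold of 0.05. Their 3'PI had a median of 15.9, with quartiles of 5.85 and 34.7, and the smallest was 1.31. The middle of the peak window lay a median of 89.5 bp after the PAS, with quartiles of 35.5 and 154.5 bp and a mean of 92.8 bp. At 85.8% of the genes the window was centred after the PAS. The largest move among the alternatives came from a threshold of 0.01, which left 17283 paused genes. The expressed genes without a pause were not analysed here.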

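The distance from each paused gene to its next downstream gene on either strand was taken from the TAIR10 annotation for the 12145 paused Col-0 genes that overlap no other gene. Across these genes, Spearman's rho between the 3'PI and the distance was -0.183 (95% interval -0.201 to -0.166). In the 3044 genes with the shortest distances, from 0 to 118 bp, the median 3'PI was 21.4. It was 10.0 in the 3035 genes with the longest distances, from 1111 to 18798 bp. When only the next gene on the same strand was counted, rho was -0.0933 over 16967 genes. The genes drawn in Fig. S2a show how far neighbours can differ. On the minus strand of chromosome 1, JAC1 (AT1G75100, 28190816 to 28193800, 9 exons) had a 3'PI of 35.4, from 628 gene body reads and 414 peak window reads. The next gene upstream, RRA2 (AT1G75110, 28194115 to 28195933, 2 exons), had a 3'PI of 5.46 from 139 and 25 reads. On the plus strand of the same chromosome, the single-exon gene LRX1 (AT1G12040, 4070124 to 4072567) had a 3'PI of 2.08, and its neighbour AT1G12050 (4072752 to 4076207, 15 exons) had a 3'PI of 43.8. The peak window of LRX1 was centred 265.5 bp after its PAS and so lay inside AT1G12050.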

### The position while not the extent of 3’ end pause correlates with termination window size

We wondered how 3’ end pause is related to transcriptional termination. By long-reads sequencing, the termination window size (TWS) of Pol II transcription in Arabidopsis was defined previously [15], a value describes how far Pol II travels downstream of poly (A) site before it is released from chromatin. We, therefore, investigated the relationship between 3’ end pause and TWS. Consistent with previous observations [15], the position of 3’ end pause is well-matched with TWS such that the bigger the TWS, the longer distance between 3’ end pause and poly (A) site can be observed (Fig. 1e). Thus, the 3’ end pause is indeed tightly associated with termination. Comparatively, we found that the 3’PI does not or only very weakly correlate with TWS at the genome-wide scale (Fig. 1f), as judged by a correlation coefficient of −0.08. Consistently, genes with similar TWS can be very different for their levels of 3’ end pause (Additional file 1: Fig. S2b). Thus, the position while not the extent of 3’ end pause correlates with Pol II TWS, suggesting there might be other layers in regulating the levels of 3’ end pause, in addition to transcription termination.

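The 3'PI of the genes drawn in Fig. S2b was taken from the Col-0 table, while the TWS itself was not analysed here. Among the genes drawn with a high 3' end pause, AT3G19340 had the highest 3'PI at 136, from 158 reads over a gene body of 2654 bp and 404 reads in the 50-bp peak window. It lies on the minus strand of chromosome 3 in TAIR10 from 6701273 to 6704226 and has 14 exons. The peak window from 6701214 to 6701263 was centred 34.5 bp after the PAS, and its reference sequence on the coding strand is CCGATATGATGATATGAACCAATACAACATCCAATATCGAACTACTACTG. The other genes of this group were CPL4 (AT5G58003) with a 3'PI of 75.3, AT1G73660 with 55.4 and AT2G15695 with 40.0. Among the genes drawn with a low pause, AT5G11330 had a 3'PI of 16.0 and AT3G21790 of 7.92. AT1G08940 and DHS1 (AT4G39980) were close to each other at 4.26 and 4.25. DHS1 had 1648 gene body reads and 158 peak window reads.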

### 3’ end pause is not due to XRN3-mediated RNA decay

The above data suggests 3’ end pause is a feature innately associated with termination, but its extent is not a simple reflection of termination efficiency as measured by TWS. Thus, we further investigated 3’ end Pol II dynamics upon loss of XRN3, an exonuclease in Arabidopsis that promote Pol II termination by degrade cleaved transcripts during termination [12–15]. 

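The xrn3 mutant was sequenced as 2 libraries from 14-day-old seedlings, with 150155078 and 175590447 uniquely mapped reads in the paper's Table S1, and processed in the same way as Col-0. The pooled table listed 19251 nuclear genes, with 25790239 reads in gene bodies and 5821401 in peak windows. The median gene had 370 gene body reads and 188 peak window reads, more than in Col-0. XRN3 itself (AT1G75660) lies on the plus strand of chromosome 1 in TAIR10 from 28408147 to 28415117 and has 23 exons. Its gene body held 302 reads in the Col-0 libraries and 9931 reads in the libraries labelled xrn3. The peak window of XRN3 held 74 and 364 reads, and the 3'PI was 32.7 and 4.89. In RNA extracted from chromatin, 8055 exonic reads at the splice sites of XRN3 were counted in Col-0 and 6925 in the libraries labelled xrn3. With gene body reads scaled to the same total over shared genes, XRN3 had 29.9 in Col-0, 490.2 in the libraries labelled xrn3 and 23.0 in separate pNET-seq libraries from Col-0 plants treated with the solvent DMSO, which argues against exchanged names of the pNET-seq libraries. Whether the mutation should lower or raise the reads of XRN3 is not known here. The name "the libraries labelled xrn3" is therefore used for these data.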

Ser2P Pol II pNET-seq data was obtained for *xrn3*. 

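Of the paused genes in Col-0 and in the libraries labelled xrn3, 17714 were listed in both tables. These were 98.4% of the genes of Col-0 and 92.0% of those of the libraries labelled xrn3. Only the Col-0 table listed 296 genes, and 1537 genes were listed only for the more deeply sequenced libraries labelled xrn3. Across the 17714 shared genes, Spearman's rho between the 3'PIs was 0.961. At an adjusted p-value threshold of 0.01 in both tables, the overlap was 17035 genes.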

In both Col-0 and *xrn3*, genes with 3’ end pause are largely overlapped (Fig. 2a). Next, we identified genes that display increased levels of transcription readthrough in *xrn3*. We first quantified the level of readthrough in both genotypes using the readthrough index (RTI) (Fig. 2b). As defined previously [27], RTI represents the level of readthrough transcript and is independent of Pol II transcription level (initiation rate). We then identified genes that display significantly different levels of RTI between Col-0 and *xrn3*. This analysis revealed 11,441 genes with increased readthrough in *xrn3*; among them, 84% (9609/11441) display 3’ end pause in both Col-0 and *xrn3* (Fig. 2a), suggesting loss of XRN3 leads to defective termination at the global level (Additional file 1: Fig. S3a), consistent with previous observations [12–15]. Surprisingly, at the 11,441 genes, metagene analysis showed that neither the position nor the level of 3’ end Pol II peak is affected in *xrn3* (Fig. 2c, Additional file 1: Fig. S3b, c, d). Consistently, such a pattern can be observed at many individual genes (Fig. 2d). 

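For the genes drawn in Fig. 2d, peak window and gene body reads were compared between the pooled libraries with a two-sided Fisher's exact test, adjusted by Benjamini-Hochberg over 17714 genes. This test compares those libraries, not the genotypes, and every direction given rests on the libraries labelled xrn3. AT1G19310 (chromosome 1, 6676234 to 6677673, minus strand, 2 exons) had a 3'PI of 21.7 in Col-0 and 22.3 in the libraries labelled xrn3 (log2 change 0.04, adjusted p = 0.962 in Fisher's exact test). The peak window of AT1G19310 stayed in place, centred at -45.5 bp relative to the PAS. AT5G25360 (chromosome 5, 8799710 to 8802753, minus strand, 6 exons) changed from 37.5 to 44.3 (log2 0.24, adjusted p = 0.269 in the exact test), with the window centred 39.5 bp after the PAS in both. The 3'PI of PPI1 (AT4G27500, chromosome 4, 13743110 to 13746211, plus strand, 7 exons) rose from 9.77 to 13.0 (log2 0.42, adjusted p = 0.00502 in the exact test), and the window moved by 5 bp. COL4 (AT5G24930, chromosome 5, 8589234 to 8591236, plus strand, 2 exons) went the other way, from 11.1 to 8.51 (log2 -0.39, adjusted p = 8.64e-10 in the exact test). The window of COL4, from 8591277 to 8591326, was the same in both and has the sequence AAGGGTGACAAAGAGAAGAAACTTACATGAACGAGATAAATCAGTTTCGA on the coding strand.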

Notably, the 3’PIs are even slightly increased in *xrn3* compared with Col-0, either at all the protein-coding genes (Additional file 1: Fig. S3e) or at 9609 genes that display both 3’ end Pol II pause and increased readthrough in *xrn3* (Fig. 2e), suggesting XRN3 may aid the releasing of Pol II from 3’ end pause (see “Discussion”). 

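At the 17714 genes paused in both, the median log2 ratio of the 3'PI in the libraries labelled xrn3 to that in Col-0 was 0.16 (95% interval 0.16 to 0.17). The median 3'PI was 16.2 in Col-0 and 17.6 in the libraries labelled xrn3, and 67.2% of the genes were higher. Peak windows lay within 25 bp of each other at 77.3% of the genes, and the median shift was 0 bp. The two-sided Fisher's exact test with Benjamini-Hochberg adjustment called 2646 genes, of which 1997 were higher and 649 lower. In simulated counts at this depth with 200 genes raised 2-fold, the test found 69.5% of them. Requiring a 1.5-fold change as well moved the number of calls most, to 1466, while the median log2 ratio was 0.17 among genes with at least 20 gene body reads in both. Among called genes with at least 100 gene body reads in both, the 3'PI of GCP1 (AT2G45270) rose most, from 7.12 to 57.9 (log2 3.02), and that of AGD15 (AT3G17660) rose from 3.33 to 16.9 (log2 2.35). Their peak windows had moved by 195 bp and 175 bp. The largest falls were at SHL1 (AT4G39100), from 41.8 to 6.12 (log2 -2.77, window moved by -195 bp), and at AT5G54930, from 14.4 to 2.16 (log2 -2.74). At AT5G54930 the gene body reads rose from 155 to 5029, and the peak window reads from 73 to 354. In the separate Col-0 libraries treated with DMSO, the 3'PI was 120 at GCP1 and 4.27 at AT5G54930, nearer to the libraries labelled xrn3. These changes may therefore rest on the untreated Col-0 libraries. At AGD15 and SHL1 it was 6.09 and 35.8 in DMSO, nearer to untreated Col-0. Readthrough was not analysed here. From the slightly higher 3'PI, the paper proposes that XRN3 may aid the release of Pol II from the 3' end pause. In these tables that direction rests on the libraries labelled xrn3.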

Taken together, XRN3-mediated decay of cleaved transcript is not the cause for Pol II pausing at gene 3’ end in Arabidopsis.

**Fig. 2:**
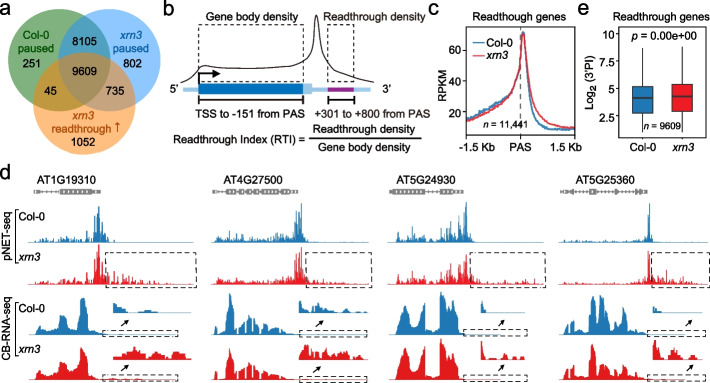
Pol II pause at gene 3’end is not mediated by XRN3. **a** Venn diagram showing the overlap among paused genes in Col-0, paused genes in *xrn3*, and genes that display increased readthrough in *xrn3* compared to Col-0. **b** Diagram showing the definition of readthrough index (RTI). **c** Metagene plot showing Pol II profiles at 3’ end of genes with increased readthrough in *xrn3* compared to Col-0. **d** Typical examples from the gene group as shown in **c**. Genome browser tracks showing the normalized counts from pNET-seq data (1 nt resolution) and chromatin-bound RNA-seq data. The gray dashed box highlights the region with readthrough. The black arrow indicates the zoom-in view of the region with readthrough. **e** Box plot demonstrates the distribution of 3’PI in Col-0 and *xrn3* at genes with increased readthrough in *xrn3* compared to Col-0. The line in the box plot indicates the median, box edges represent the first and third quartiles, and the whiskers extend to the farthest data points within 1.5 × interquartile range outside box edges. *p* value was calculated based on a paired Wilcoxon test

### 3’ end Pol II pause correlates with the number of exons

The fact that genes with similar TWS could have very different levels of 3’PI drives us to explore if 3’ end pause could have other means apart from termination. Visual inspection of Ser2P pNET-seq data revealed an interesting trend that 3’ end Pol II peak is frequently observed at genes with multiple exons; in contrast, 3’ end Pol II peak is often missing at single-exon genes or genes with only two or three exons (Fig. 3a). Indeed, 3’ end paused genes have substantially more exons than non-paused genes (Additional file 1: Fig. S4a, b). 

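The genes drawn in Fig. 3a lie on chromosome 1 of TAIR10 in a pair of regions. In the first, PBE1 (AT1G13060, 4452212 to 4454876, 9 exons) had a 3'PI of 62.5 in Col-0, with 171 reads over a gene body of 2365 bp and 226 reads in the peak window. Downstream of it on the same strand lie genes with 2 exons each. Among them the 3'PI was 2.80 at CYP71B2 (AT1G13080), 16.7 at CYP71B28 (AT1G13090) and 6.16 at CYP71B29 (AT1G13100). CYP71B2 had 2110 gene body reads and 200 peak window reads. These neighbours belong to one gene family, and as only uniquely mapped reads were kept, reads that match more than one of them are missing from the counts. In the second region, AT1G14270 (4874875 to 4877248, 10 exons) had a 3'PI of 45.9 and AT1G14300 (4882376 to 4884791, 8 exons) of 55.5. Between them, SBH2 (AT1G14290, 2 exons) had a 3'PI of 9.26. The single-exon gene PKS2 (AT1G14280, 4877627 to 4879149) had the lowest of all 8 genes at 1.81, from 3263 gene body reads and 241 peak window reads. The peak windows of CYP71B2 and PKS2 still passed the authors' test, so these genes are listed as paused.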

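The exon number of each paused gene was counted from its introns listed in the deposited SS ratio data. Genes with no listed intron were taken as single-exon genes, and the median exon number was 5. Single-exon genes made up 12.6% of the paused genes in Col-0 (2269 genes, 95% Wilson interval 12.1% to 13.1%), and 3166 paused genes had 11 or more exons. Among the 17283 genes that passed an adjusted p-value threshold of 0.01, the share was 11.6%.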

Among 18,010 paused genes in Col-0 (Fig. 1), there are 2269 (12.6%) single-exon genes, while among 4232 non-paused genes; there are 1957 (46.2%) single-exon genes. In addition, the Pol II level at the gene body showed an opposite trend comparing with 3’ end, such that Pol II signal is captured more frequently at the body of genes with only small numbers of exons (Fig. 3a, b). 

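Gene body density was computed as gene body reads per kb for the 18010 paused genes, since only these are listed. It fell with exon number, with a Spearman's rho of -0.311 (95% interval -0.325 to -0.297) across genes. The median was 172 reads per kb at single-exon genes, 113 at genes with 4 exons and 50.4 at genes with 11 or more exons. The median density of the peak window went the other way, from 940 reads per kb at single-exon genes to 1980 at genes with 11 or more exons, but was highest at 6 exons with 2170. Among genes with at least 20 gene body reads, an alternative chosen after seeing the data, rho was -0.365.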

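Across the 18010 paused genes in Col-0, Spearman's rho between the 3'PI and exon number was 0.526 (95% interval 0.515 to 0.536). The median 3'PI was 4.35 at single-exon genes, 7.77 at genes with 2 exons, 14.2 with 4 exons and 21.7 with 7 exons. It reached 36.5 at genes with 11 or more exons, where the quartiles were 19.5 and 60.8. The quartiles at single-exon genes were 2.58 and 8.35, so the interquartile ranges of these groups do not overlap. Leaving out single-exon genes moved rho most, to 0.437 over 15741 genes.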

As we expected, 3’PI correlates strongly with the number of exons; the higher the number of exons, the stronger the 3’ end pause (Fig. 3c). Notably, such correlation can also be observed using previously published Pol II Ser2P data (Additional file 1: Fig. S4c). In addition, mutation of XRN3 does not disrupt such correlation (Additional file 1: Fig. S4d).

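In the libraries labelled xrn3, rho between the 3'PI and exon number was 0.545 (95% interval 0.535 to 0.555) over 19251 paused genes. The median 3'PI was 4.08 at single-exon genes and 43.5 at genes with 11 or more exons. Without single-exon genes, rho was 0.454. The log2 ratio to Col-0 had a median of 0.13 at single-exon genes and 0.27 at genes with 11 or more exons.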

**Fig. 3:**
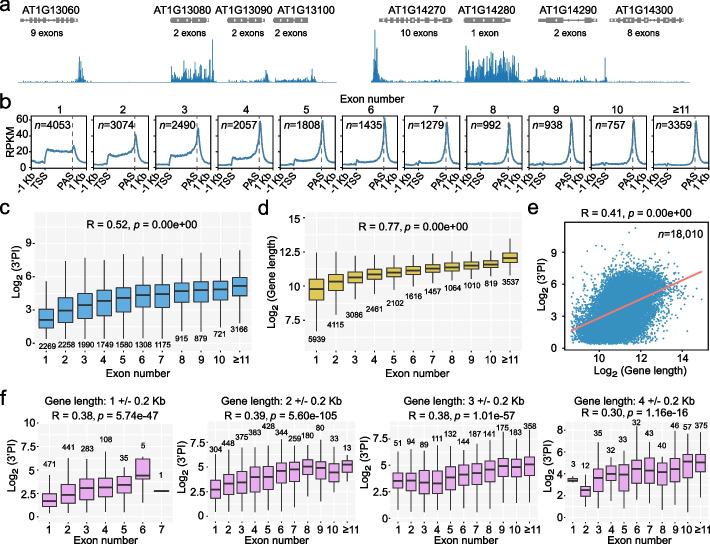
Pol II pause at gene 3’ end correlates with the number of exons. **a** Pol II profile of gene examples with different exon numbers. **b** Metagene plots demonstrate Pol II profiles at gene groups with fixed exon numbers. Only the expressed protein-coding genes (TPM ≥ 1 based on the Ser2P Pol II pNET-seq data) are used for this analysis. **c** Box plots demonstrate the relationship between 3’PI and exon numbers. **d** Box plots demonstrate the relationship between gene length and exon numbers. All protein-coding genes in TAIR10 are used for this analysis. **e** Scatter plot demonstrates the correlation between 3’PI and gene length. The orange line indicated the trendline fitted based on the least squares method. **f** Box plots demonstrate the relationship between 3’PI and exon numbers in different gene groups with fixed gene length. For **c** to **f**, the Spearman correlation coefficient is indicated above the plot. R value and significance tests were performed by “stats.spearmanr” function from the “scipy” package in Python. For box plots, the line indicates the median, box edges represent the first and third quartiles, and the whiskers extend to the farthest data points within 1.5 × interquartile range outside box edges

Next, given that the numbers of exons correlate with gene length (Fig. 3d), we did further analysis to distinguish which one of the two factors is more related to 3’PI. 

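At the paused Col-0 genes, gene length and exon number had a Spearman's rho of 0.738 (95% interval 0.730 to 0.745) with each other, and the 3'PI had a rho of 0.411 (0.398 to 0.423) with gene length. Genes were then taken within 0.2 kb of a fixed length. The correlation between the 3'PI and exon number was 0.379 (0.333 to 0.422) at 1342 genes of about 1 kb and 0.392 (0.361 to 0.420) at 2846 genes of about 2 kb. At about 3 kb it was 0.377 (0.337 to 0.421) over 1664 genes, and at about 4 kb 0.305 (0.235 to 0.368) over 708 genes. Taking genes within 0.1 kb moved the value at 1 kb most, to 0.36.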

3’PI is correlated with the numbers of exons even when the gene length is fixed (Fig. 3e, f). In comparison, 3’PI is not correlated with gene length at genes with a fixed number of exons when the exon numbers are above three (Additional file 1: Fig. S5a). 

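At paused Col-0 genes with 4 exons, Spearman's rho between the 3'PI and gene length was -0.0320 (95% interval -0.0773 to 0.0140, 1749 genes). With 5 exons it was -0.0479 (-0.0955 to 0.00128, 1580 genes). The interval held 0 in both groups. With 6 exons rho was -0.0750 (-0.132 to -0.0159, 1308 genes), a small negative value whose interval did not hold 0.

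**Figure D1:**
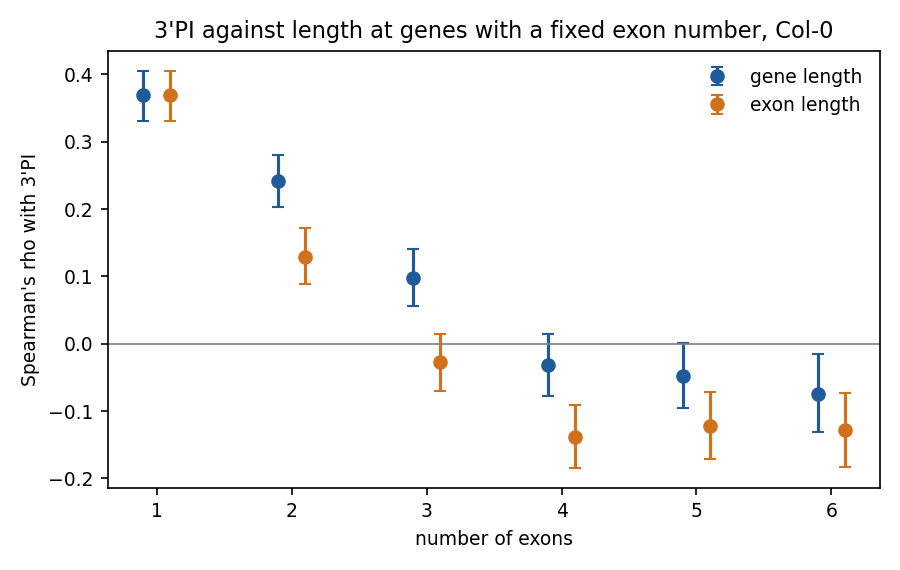
Spearman's rho of the 3'PI with gene length (blue) and with exon length (orange) across paused Col-0 genes that have the same number of exons, from 1 to 6 exons on the horizontal axis, with bars for 95% intervals from resampling genes. The correlation with gene length falls from 0.369 at single-exon genes to -0.0750 at genes with 6 exons.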

Of note, gene length correlates with 3’PI most significantly for single-exon genes. 

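At the 2269 single-exon genes, rho between the 3'PI and gene length was 0.369 (95% interval 0.331 to 0.406). It was 0.242 (0.204 to 0.280) at 2258 genes with 2 exons and 0.0982 (0.0567 to 0.141) at 1990 genes with 3 exons. The intervals of these groups do not overlap. Among single-exon genes with at least 20 gene body reads, rho rose to 0.45.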

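Exon length was taken as the summed length of the exons of each paused gene, which at single-exon genes is the gene length itself. At genes with 2 exons, rho between the 3'PI and exon length was 0.129 (95% interval 0.0882 to 0.172), and at 3 exons -0.0275 (-0.0695 to 0.0150). It was -0.139 (-0.184 to -0.0916) at genes with 4 exons, -0.122 (-0.170 to -0.0719) with 5 exons and -0.129 (-0.183 to -0.0736) with 6 exons. The intervals of these last groups lay below 0.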

Similar results were obtained when considering the relationship between 3’PI and exon length at gene groups with fixed numbers of exons (Additional file 1: Fig. S5b). Therefore, between gene length and the numbers of exons, the latter has a significantly stronger contribution in determining the correlation with 3’PI for multiple exon genes.

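Partial correlations across the paused Col-0 genes set both measures side by side. Given gene length, the 3'PI kept a partial rho of 0.363 (95% interval 0.349 to 0.375) with exon number. Given exon number, its partial rho with gene length was 0.0388 (0.0251 to 0.0540). From the correlation at fixed gene length and its loss at fixed exon number, the paper concludes that exon number contributes more than gene length to the 3'PI of genes with multiple exons.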

### Efficient co-transcriptional splicing and 3’ end pause mutually promote their correlations with exon numbers

We previously found that the average efficiency of co-transcriptional splicing (CTS) correlates with the number of introns at genes in Arabidopsis [37]. Thus, we investigated the relationship between 3’PI and CTS. We performed chromatin-bound RNA-seq and defined the CTS efficiency in Col-0 by using 5’ and 3’ splice site ratio (5’SS and 3’SS ratio), a value reflecting intron inclusion level on chromatin (Additional file 1: Fig. S6a) [37]. 

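Chromatin-bound RNA-seq (CB-RNA-seq) sequences RNA that stays with the chromatin pellet after washing, from which polyadenylated RNA and rRNA were removed. Col-0 was sequenced as 2 libraries of 14-day-old seedlings, with 27503789 and 32667462 uniquely mapped reads in the paper's Table S1, which on another sheet gives 28087200 for the first library. The authors trimmed the reads with Trimmomatic, mapped them to TAIR10 with HISAT2, kept unique reads and computed SS ratios for genes with a TPM of at least 1. The deposited table pools both libraries and gives, at each end of an intron, the number of exonic and intronic reads and their ratio. A 5'SS or 3'SS ratio near 0 means that little of the intron is left on chromatin. Reads were counted at 96370 introns of 15490 genes. At 5' splice sites these were 13777219 exonic and 3512386 intronic reads, with a median of 72 exonic reads per intron. The median ratio was 0.251 at the 5'SS and 0.268 at the 3'SS. The SS ratio of a gene is the mean over its introns, as in the paper's methods, and it was joined to the 3'PI by gene. The paper's methods describe no removal of PCR duplicates for these libraries, so the read numbers can include PCR copies.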

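A mean 3'SS ratio and a 3'PI were both given for 14250 genes in Col-0, and a mean 5'SS ratio for 14238. Across these genes, Spearman's rho between the 3'PI and the 3'SS ratio was -0.195 (95% interval -0.212 to -0.179), and with the 5'SS ratio it was -0.172 (-0.189 to -0.156). The median gene had a 3'SS ratio of 0.333 and a 5'SS ratio of 0.316. Taking exon number into account as a partial correlation moved these values most, to -0.100 for the 3'SS ratio and -0.113 for the 5'SS ratio.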

As we expected, 3’PI also correlates with the average CTS efficiency at the global level (Fig. 4a, b). Given that 3’PI, exon numbers and CTS are correlated among each other, we further explored the contribution of CTS towards the correlation between 3’PI and exon numbers. We separate genes into five groups according to their average 5’SS or 3’SS ratios and then investigate the relationship between 3’PI and exon numbers. Notably, compared with the situation in whole genome, the correlation between 3’PI and exon numbers becomes weaker in gene groups with less efficient co-transcriptional splicing (Fig. 4c; Additional file 1: Fig. S6b). 

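The limits between the groups were those of a box plot of the SS ratio, so part 0 holds the genes above the upper whisker and part 4 those below the lower quartile. Over all genes with a 3'SS ratio, rho between the 3'PI and exon number was 0.437 (95% interval 0.423 to 0.45). In part 0, the 535 genes with a 3'SS ratio above 0.804, it was 0.232 (0.146 to 0.314). It rose to 0.313 (0.281 to 0.344) in part 1, 0.37 (0.337 to 0.399) in part 2 and 0.427 (0.398 to 0.454) in part 3. In part 4, the 3563 genes with a 3'SS ratio below 0.238, it was 0.456 (0.427 to 0.482). With the 5'SS ratio the order of the groups was the same, from 0.228 (0.158 to 0.301) over 613 genes in part 0 to 0.458 (0.431 to 0.484) over 3560 genes in part 4. Leaving out ratios above 1 moved part 0 most, to 0.12 over 420 genes for the 3'SS ratio and, as an alternative chosen after seeing the data, to 0.0717 over 431 genes for the 5'SS ratio.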

Generally, the more efficient CTS (low 5’SS or 3’SS ratios), the stronger the correlation between 3’PI and exon numbers can be observed. We also investigated how CTS efficiency and exon numbers are related in gene groups with fixed levels of 3’PI. Intriguingly, 3’PI also positively impact the correlation between CTS efficiency and exon numbers, such that the higher levels of 3’PI, the better negative correlation between 5’SS (or 3’SS ratios) and exon numbers can be observed (Fig. 4d; Additional file 1: Fig. S6c). 

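For groups by 3'PI, part 0 held the genes with a 3'PI above 86.1 and part 4 those below 8.45. Over all paused genes, rho between exon number and the 3'SS ratio was -0.247 (95% interval -0.263 to -0.232), and with the 5'SS ratio it was -0.165 (-0.183 to -0.147). In part 0, rho with the 3'SS ratio was -0.336 (-0.408 to -0.263, 680 genes). It was -0.268 (-0.302 to -0.234) in part 1, -0.199 (-0.235 to -0.169) in part 2, -0.159 (-0.19 to -0.125) in part 3 and -0.149 (-0.181 to -0.117) in part 4. The intervals of parts 3 and 4 overlap almost entirely. With the 5'SS ratio, rho went from -0.287 (-0.352 to -0.212) in part 0 to -0.0694 (-0.103 to -0.0351) in part 3. It was -0.0951 (-0.130 to -0.0602) in part 4, so parts 3 and 4 were not told apart. With the median ratio of a gene's introns in place of the mean, the 3'SS value of part 3 moved to -0.233. From the correlations within these groups, the paper concludes that the 3' end pause and efficient CTS mutually promote their correlations with exon numbers.

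**Figure D2:**
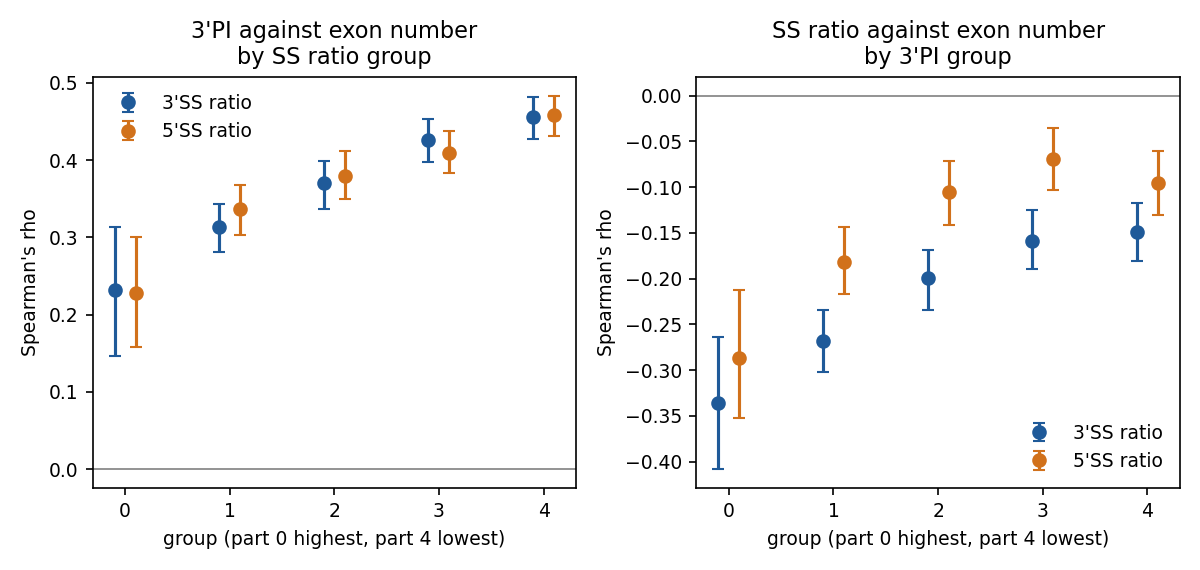
Spearman's rho across genes within groups, for the 3'SS ratio (blue) and the 5'SS ratio (orange), of the 3'PI with exon number in groups by SS ratio (left) and of the SS ratio with exon number in groups by 3'PI (right), with bars for 95% intervals from resampling genes. From part 0, the highest group, to part 4, the lowest, rho for the 3'SS ratio rises from 0.232 to 0.456 on the left and goes from -0.336 to -0.149 on the right.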

Taken together, 3’ end pause, CTS and exon numbers are tightly connected; 3’ end pause and efficient CTS mutually promote their correlations with exon numbers.

**Fig. 4:**
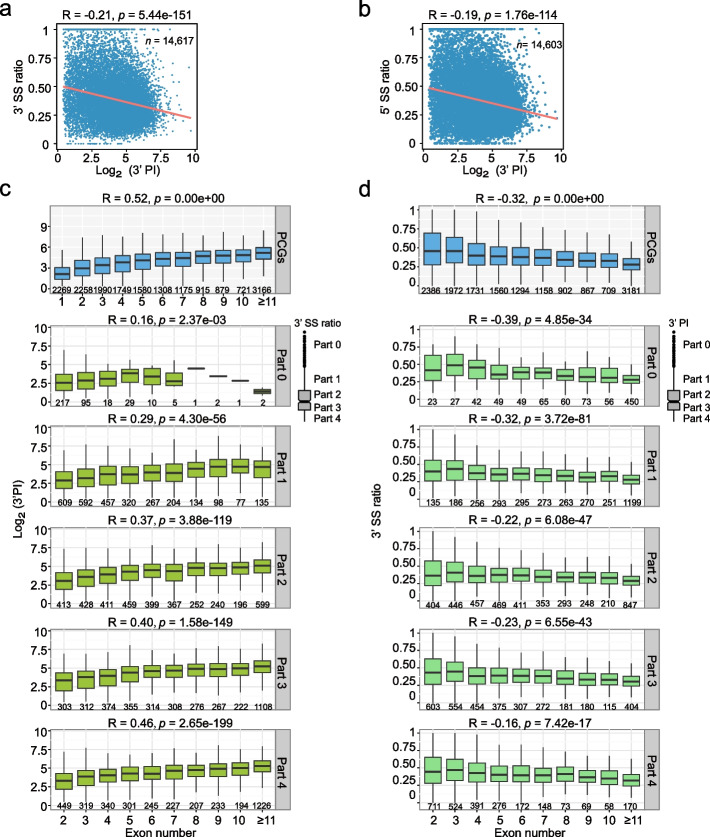
Splicing efficiency and 3’ end Pol II pause mutually promote their correlations with exon numbers. **a**, **b** Scatter plot indicating the correlation between 3’PI and 3’SS ratio (left) or 5’SS ratio (right). Only the genes with both SS ratio and 3’PI are included. The Spearman correlation coefficient was shown above the plot. The orange line indicates the trendline fitted based on the least squares method. **c** Box plots demonstrate the relationship between 3’PI and exon numbers in gene groups with different levels of 3’SS ratio. The plot in blue demonstrates the situation of all protein-coding genes. Protein-coding genes were divided into five groups according to average 3’SS ratios of genes (part 0 to part 4, from high to low), and the relationship between 3’PI and exon numbers was plotted separately for each group. **d** Box plots demonstrate the relationship between the 3’SS ratio and exon numbers in gene groups with different levels of 3’PI. The plot in blue demonstrates the situation of all protein-coding genes. Protein-coding genes were divided into five groups according to the 3’PI (part 0 to part 4, from high to low), and the relationship between the 3’SS ratio and exon numbers was plotted separately for each group. For **c** and **d**, The Spearman correlation coefficient is indicated above each plot. Gene numbers of each group were shown below the boxes

### Inhibition of spliceosome assembly by herboxidiene treatment reduces 3’ end pausing and disrupts the correlation between exon numbers and 3’ end pause

The above data suggests that efficient CTS positively impacts 3’ end pause, while 3’ end pause also contributes to the cooperativity of splicing at multiple exon genes. Next, we tested if there is any causal relationship between splicing and 3’ end pause. 

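For the splicing inhibitor, 14-day-old Col-0 seedlings were placed for 1 h in 5 µM herboxidiene, also called GEX1A, or in the same amount of the solvent DMSO. Total RNA without rRNA was sequenced from 3 libraries for each treatment. The paper's Table S1 gives 23793740 to 27925633 uniquely mapped reads per DMSO library and 19672320 to 33369846 per herboxidiene library. The authors processed them as the CB-RNA-seq data, and the deposited tables again pool the libraries of a treatment, with exonic and intronic reads and their ratio at each splice site. Reads were counted at 71055 introns of 11560 genes in DMSO and at 57440 introns of 9768 genes after herboxidiene. The median intron had 68 and 56 exonic reads at the 5'SS. Introns are listed with reads only for genes with a TPM of at least 1, so the comparison covers introns counted under both treatments. For the per-intron test, the reads of both splice sites were summed and compared with a two-sided Fisher's exact test.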

We treated the Arabidopsis seedlings with herboxidiene, a chemical that blocks the catalytic spliceosome formation post the recruitment of U2 snRNP to the pre-mRNA [49, 50]. 

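Introns with SS ratios under both treatments numbered 56661, in 9623 genes. The median 5'SS ratio was 0.0385 in DMSO, with quartiles of 0.0085 and 0.0952, and 0.167 after herboxidiene, with quartiles of 0.0556 and 0.37. The median 3'SS ratio was 0.0408 and 0.16. The 5'SS ratio was higher after herboxidiene at 78.6% of the introns and lower at 17.5%. Over introns, the median difference was 0.104 (95% interval 0.102 to 0.106) at the 5'SS and 0.0968 (0.0951 to 0.0988) at the 3'SS. Restricted to the 54138 introns with at least 10 exonic reads under both treatments, it was 0.103 at the 5'SS and 0.0958 at the 3'SS.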

Compared with control (DMSO treated), after 1-h treatment with herboxidiene, splicing is globally inhibited as measured by the 5’SS or 3’SS ratios in total RNA-seq (Additional file 1: Fig. S7a, b). Among 9659 genes of which the expression can be detected in total RNA-seq dataset (TPM > 1), 8373 genes showed significant splicing inhibition after herboxidiene treatment compared with the control, as judged by gene average intron inclusion levels (Additional file 1: Fig. S7c). 

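With the reads of all introns of a gene summed, the two-sided Fisher's exact test with Benjamini-Hochberg adjustment found inhibited splicing at 8257 of 9623 genes, or 85.8%. The SS ratio fell at 115 genes and was not called changed at 1251. Among single introns, 32581 of 56661 were called inhibited, or 57.5%, and 1723 fell. The difference between these shares goes with read numbers, since the median gene had 951 reads in DMSO and the median intron 184. The test compares the pooled libraries, not the treatments. The number of genes moved most, to 7603, with reads at the 3'SS alone, an alternative chosen after seeing the data, and was 7943 at an adjusted p-value threshold of 0.01. One of the called genes was PPI1 (AT4G27500), with 551 intronic to 8876 exonic reads in DMSO and 2383 to 7551 after herboxidiene.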

The rest 1286 genes remained unaltered for their gene splicing. We then performed Ser2P Pol II pNET-seq under the same condition. 

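Ser2P pNET-seq after DMSO or herboxidiene was done with 2 libraries for each treatment, and processed as for Col-0. The paper's Table S1 gives 64540203 and 73726924 uniquely mapped reads for DMSO and 57721346 and 73518551 for herboxidiene. The pooled tables held 3874349 gene body reads and 538351 peak window reads in DMSO, and 3671597 and 425278 after herboxidiene, at nuclear genes listed as paused. The depth was lower than in the untreated Col-0 libraries. The median gene had 59 gene body reads and 16 peak window reads in DMSO, and 64 and 12 after herboxidiene. Under 20 gene body reads were counted at 2794 genes in DMSO and 2265 after herboxidiene. In simulated counts at this depth with 200 genes raised 2-fold, the per-gene two-sided Fisher's exact test found 17% of them. Many changes of single genes may therefore be missed. Falls were not simulated, so this share is not the power of the test for a fall. A 3'PI is listed only for genes whose peak passed the authors' test under that treatment. A gene that lost its pause after herboxidiene has no value there, and this selection applies to each 3'PI change given for herboxidiene.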

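The DMSO table listed 14999 nuclear paused genes and the herboxidiene table 12663. Of the genes paused in DMSO, 11590 were listed in both, or 77.3%, and 3409 were listed only in DMSO. At an adjusted p-value threshold of 0.01, 13426 genes were paused in DMSO and 10565 after herboxidiene.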

There are 14,736 genes display 3’ end pause in DMSO control group and pNET-seq signals in both DMSO and herboxidiene-treated samples (Fig. 5a, b). 

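At the 11590 genes with a 3'PI under both treatments, the median 3'PI was 11.4 in DMSO and 7.59 after herboxidiene. The median log2 ratio was -0.39 (95% interval -0.42 to -0.37), and 66.7% of the genes were lower. The two-sided Fisher's exact test with Benjamini-Hochberg adjustment called 2079 genes, of which 1927 were lower and 152 higher. Among genes with at least 20 gene body reads under both treatments, the median log2 ratio was -0.42. Genes called inhibited in splicing had a median log2 ratio of -0.48 (6473 genes, -0.50 to -0.45). Genes that were tested and not called inhibited had -0.42 (771 genes, -0.53 to -0.33), so the intervals of both groups overlap. At single-exon genes the ratio was 0.27 (1118 genes, 0.22 to 0.30), with a median 3'PI of 3.92 in DMSO and 4.82 after herboxidiene. The largest called falls among genes with at least 100 gene body reads were at AMSH1 (AT1G48790, 14 exons), from 62.7 to 3.93 (log2 -4.00), and NAD-ME1 (AT2G13560, 19 exons), from 30.5 to 2.18 (log2 -3.80). At AMSH1 the gene body reads rose from 100 to 263 while the peak window reads fell from 85 to 14. The largest called rises were at the single-exon gene AT2G27660, from 1.46 to 5.87 (log2 2.01), and SDH2-1 (AT3G27380, 3 exons), from 9.65 to 30.8 (log2 1.68). At AT2G27660 the gene body reads fell from 2491 to 405 and the peak window reads from 90 to 59. In untreated Col-0 the 3'PI was 5.13 at AT2G27660 and 23.2 at SDH2-1, nearer to herboxidiene than to DMSO. These rises may therefore rest on the DMSO libraries. At AMSH1 and NAD-ME1 untreated Col-0 had 79.9 and 62.3, nearer to DMSO.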

Astonishingly, at these genes, both the Pol II peak at 3’ end and the 3’PI are dramatically reduced after herboxidiene treatment (Fig. 5a, b; Additional file 1: Fig. S7d). As a control, herboxidiene treatment did not affect Pol II profiles on genes without 3’ end Pol II pause as identified in DMSO-treated control (Fig. 5a). Thus, herboxidiene does not affect transcription initiation and elongation generally in plants, consistent with previous reports [49–51]. Furthermore, the correlation between 3’PI and exon numbers is diminished after the herboxidiene treatment (Fig. 5c), suggesting 3’PI correlate with exon numbers largely due to splicing. 

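The correlation between the 3'PI and exon number was 0.437 (95% interval 0.423 to 0.45) over the 14999 genes paused in DMSO. Over the 11590 genes with a 3'PI under both treatments, it was 0.484 in DMSO and 0.0875 (0.0700 to 0.105) after herboxidiene. Leaving out single-exon genes turned the value after herboxidiene to -0.00722 over 10472 genes, while it was 0.155 among genes with at least 20 gene body reads. With the genes that are not listed after herboxidiene ranked lowest, an alternative chosen after seeing the data, it was -0.0115. The change itself depended on exon number. The median log2 ratio was 0.09 at genes with 2 exons, -0.19 with 4 exons, -0.64 with 7 exons and -1.39 with 11 or more exons. At genes with 11 or more exons, the median 3'PI was 19.6 in DMSO and 7.23 after herboxidiene, and 69.0% of the genes paused in DMSO were still listed. From the loss of this correlation, the paper proposes that the 3'PI correlates with exon numbers largely due to splicing.

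**Figure D3:**
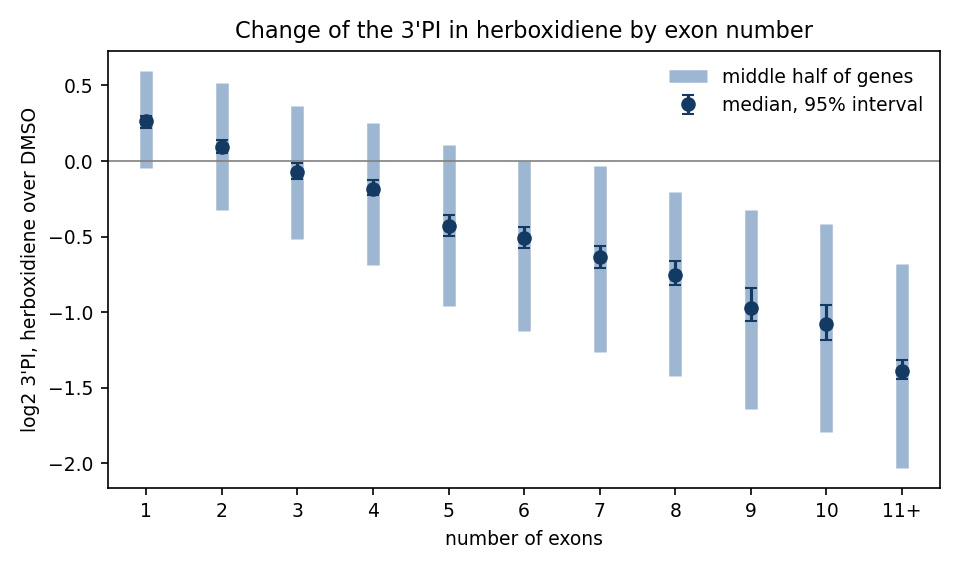
Log2 ratio of the 3'PI after herboxidiene to that in DMSO (vertical axis) by number of exons (horizontal axis), at the 11590 genes listed under both treatments, as medians with 95% intervals from resampling genes and pale bars between the quartiles. The median falls from 0.27 at single-exon genes to -1.39 at genes with 11 or more exons.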

Consistently, similar effects can be observed at many individual genes (Fig. 5d). In addition, after the herboxidiene treatment, the readthrough levels are not changed at the majority of genes (7262 genes, Additional file 1: Fig. S8). 

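The genes drawn in Fig. 5d all had a lower 3'PI after herboxidiene in a two-sided Fisher's exact test on their reads, adjusted by Benjamini-Hochberg over 11590 genes. PRA1.A1 (AT5G02040, chromosome 5, 400899 to 402951, plus strand, 8 exons) fell from 38.2 to 7.10 (log2 -2.43, adjusted p = 1.46e-06 in the exact test). Its gene body reads were 56 and 84, and its peak window reads 61 and 17. AT2G17760 (chromosome 2, 7713314 to 7716464, plus strand, 10 exons) fell from 27.0 to 6.14 (log2 -2.14, adjusted p = 3.22e-06 in the exact test). XBAT35 (AT3G23280, chromosome 3, 8321350 to 8324428, plus strand, 10 exons) fell from 24.9 to 6.05 (log2 -2.04, adjusted p = 1.11e-06 in the exact test). The peak window of XBAT35, from 8324419 to 8324468, was the same under both treatments, and its sequence on the coding strand is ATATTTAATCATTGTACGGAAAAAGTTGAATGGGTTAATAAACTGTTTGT. The smallest fall was at UGE2 (AT4G23920, chromosome 4, 12431277 to 12433864, plus strand, 9 exons), from 25.3 to 12.0 (log2 -1.07, adjusted p = 0.0147 in the exact test). For XBAT35, the summed SS ratio in total RNA was 0.0715 in DMSO and 0.392 after herboxidiene. UGE2 and PRA1.A1 were not among the genes with SS ratios under both treatments.

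**Figure D4:**
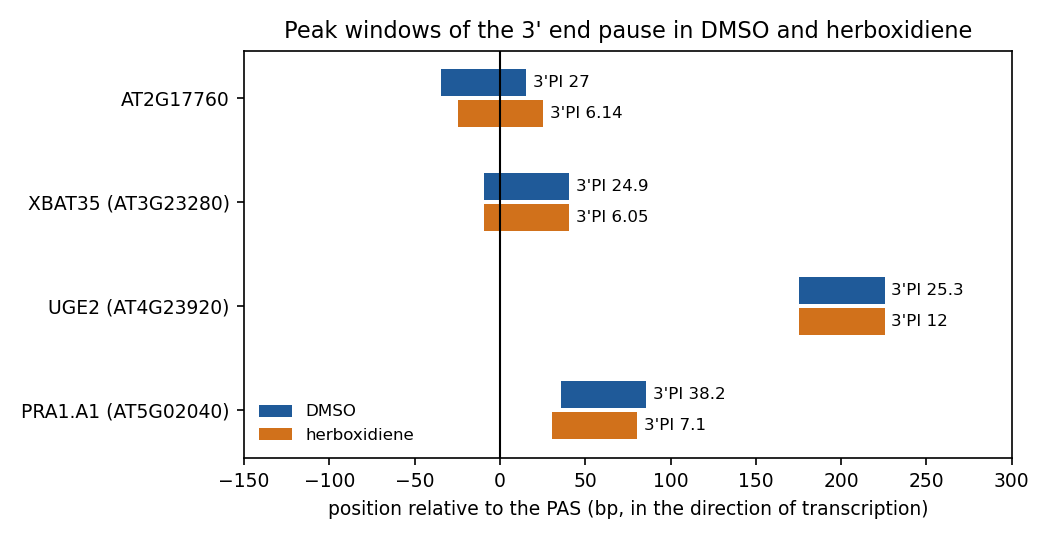
Position of the 50-bp peak window relative to the PAS (horizontal axis, in bp along the direction of transcription) at the genes of Fig. 5d, in DMSO (blue) and after herboxidiene (orange), with the 3'PI beside each window. The windows moved by 10 bp at AT2G17760 and by 0 bp at XBAT35, while the 3'PI fell at each gene.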

At the same time, 1398 and 359 genes showed downregulated and upregulated levels of readthrough after the treatment, respectively (Additional file 1: Fig. S8). Thus, splicing inhibition has limited effect on Pol II readthrough, especially compared with its impact on 3’ end pause. Taken together, the above data suggest that 3’ end pause is functionally connected with splicing, such that catalytic spliceosome assembly is required for 3’ end pause (Fig. 5), while the 3’ end pause, in turn, likely promotes splicing at multiple exons genes (Fig. 4).

**Fig. 5:**
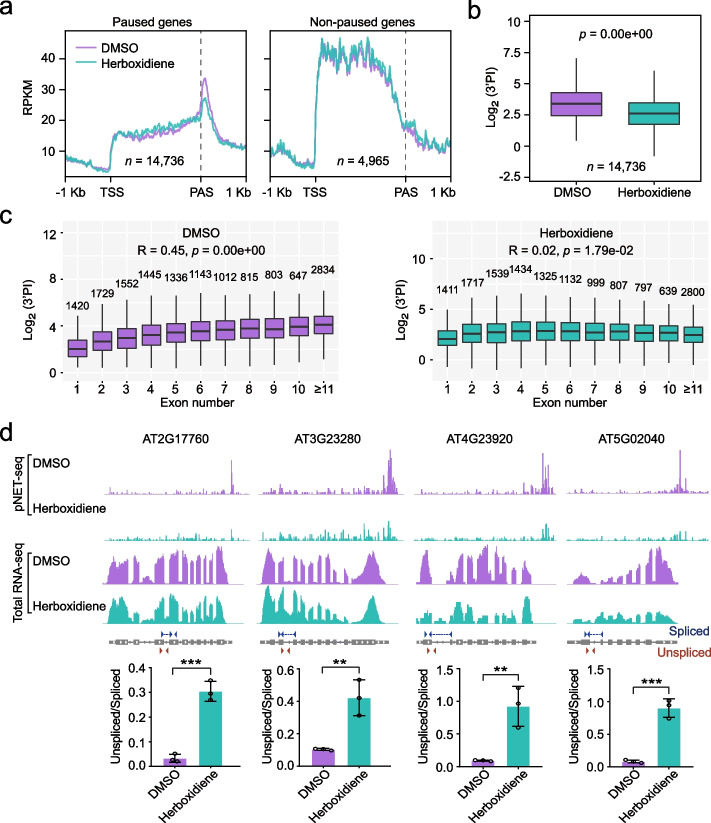
Inhibition of splicing reduces the extent of 3’ end Pol II pause. **a** Metagene plots showing Pol II profiles of paused and non-paused genes in samples treated with DMSO (the control) or herboxidiene (splicing inhibitor). Only the genes that are active (TPM ≥ 1 based on the Ser2P Pol II pNET-seq data) in both DMSO and herboxidiene-treated samples are used for this analysis. Paused and non-paused genes were defined based on the 3’PI of the control sample treated with DMSO. **b** Box plot comparison of the 3’PI between DMSO-treated and herboxidiene-treated samples. 3’PI of genes that display 3’ end pause both in DMSO- and herboxidiene-treated samples are shown. *p* value was calculated based on a paired Wilcoxon test. **c** The relationship between 3’PI and exon numbers in samples treated with DMSO (left) or herboxidiene (right). The Spearman correlation coefficient is indicated at the top of the plot. Gene numbers of each group are indicated above the boxes. **d** Gene examples of which the herboxidiene treatment reduces the 3’ end pause. Genome browser tracks indicate the normalized counts from pNET-seq data and total RNA-seq data. Bar charts below the figure demonstrate the qPCR validation of altered splicing efficiency. Primer locations are labelled on the top (spliced primer) or the bottom (unspliced primer) of the gene structure. Data are presented as mean ± SD (*n* = 3). Asterisk indicates a significant difference based on a two-tailed *t*-test (* p < 0.05, ** p < 0.01, *** p < 0.001)

### Simulation of Pol II pNET-seq data by mathematical modelling confirms that 3’ end pausing time is a function of exon numbers

To investigate the dynamics of the 3’ end pause in different groups of genes and quantitatively characterize the time of 3’ end pause in different genes and conditions, we developed a partial differential equation (PDE)-based mathematical model that links the Pol II occupancy profiles obtained from the pNET-seq data to the initiation, elongation, and termination of transcription (Fig. 6a, “Methods”). The model hypothesizes that the velocity of transcript elongation decreases near the pausing site (PS) that locates close to the PAS, and the extent of the decrease of velocity and the range of genomic region affected by it, as well as the rates of transcription initiation and termination, change with the number of exons included in the genes. Pol II occupancy was then theoretically predicted by solving the steady state of the model. We estimated model parameters by fitting the model to the average Pol II occupancy profiles in genes with different numbers of exons and found that the model is highly consistent with the experimental data (Fig. 6b, Additional file 1: Fig. S9). It is worth noting that the location of the pausing site is only determined by fitting the model to pNET-seq data. Thus, Pol II elongation dynamics that are not reflected in the pNET-seq data, are not accessed or reflected in our simulation (e.g., Pol II peak before PAS as captured in the GRO-seq data [29, 34]). We define a 3’ end pausing time by computing the increase in total time required for completion of transcription in the scenario with 3’ end pause compared to the scenario without 3’ end pause (see “Methods”) and calculated the pausing time for genes with different exon numbers. Consistent with our previous results, the pausing time is significantly higher in genes with more exons (one-way ANOVA *p* value < 10^−323^, Fig. 6c). We next estimated model parameters and 3’ end pausing time using pNET-seq data in the *xrn3* mutant and compared its pausing time with that in Col-0. We found that the 3’ end pausing time in the *xrn3* also increases with exon numbers (Fig. 6d). Consistent with results based on 3’PI (Fig. 2e), 3’ end pausing time is slightly longer in *xrn3* than that in Col-0 (Fig. 6d). Thus, XRN3 may play a positive role in releasing paused Pol II (see “Discussion”). We also compared the model-predicted 3’ end pausing time between the herboxidiene and DMSO-treated groups and found that treatment with herboxidiene significantly reduced the 3’ end pausing time (Fig. 6e, one-sided Wilcoxon’s rank-sum *p* value < 10^−323^ for genes with 1, 4, 5, or more than six exons). Interestingly, comparison of the model parameters across different conditions and genes with different numbers of exons suggests that the rates of initiation and termination also change with the number of exons (Additional file 1: Fig. S10, see “Discussion”). Taken together, the mathematical model enables quantification of 3’ end pausing time based on the pNET-seq data and further supports the relationship between 3’ end pause of Pol II and exon numbers by means of splicing.

**Fig. 6:**
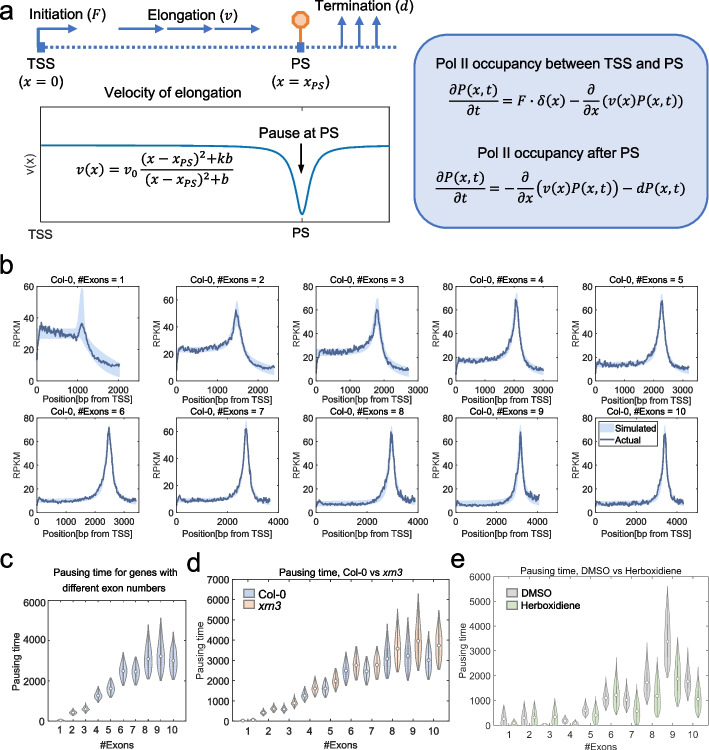
Mathematical model of Pol II pausing dynamics. **a** Scheme of the mathematical model. The velocity of elongation ($$v$$) is assumed to be a function of the distance to the TSS ($$x$$), and the pause is modelled by a decrease of velocity at the pausing site (PS) near the PAS. Pol II occupancy between TSS and PS and that after the PS is then computed by solving two partial differential equations that link the Pol II occupancy to the velocity of elongation. **b** Comparison of model-predicted and actual Pol II occupancy profiles in Col-0. Curves indicate the average Pol II occupancy profiles for all genes with a specific exon number estimated from the pNET-seq data, and the shaded areas indicate model-predicted ranges of the Pol II occupancy based on parameters estimated by fitting the experimental data. **c** Comparison of model-predicted 3’ end pausing time across genes with different numbers of exons in Col-0. The pausing time was computed by the decrease in the total time for the entire process of transcription initiation, elongation, and termination to complete if there was no 3’ end pause. **d** Comparison of model-predicted 3’ end pausing time between Col-0 and the *xrn3* mutant for genes with different numbers of exons. **e** Comparison of model-predicted 3’ end pausing time between the DMSO- and herboxidiene-treated groups for genes with different numbers of exons

## Discussion

In this study, we investigated the Pol II dynamics and its regulation at gene 3’ end in Arabidopsis. We found the Pol II with Ser2P CTD mainly enriched at gene 3’ end (Fig. 1a, b), consistent with the results obtained in yeast and mammalian cells. Interestingly, such a pattern is more clearly observed in our pNET-seq data (3E10 antibody) than in the previous published Ser2P pNET-seq data (CMA602 antibody, no longer commercially available), in which substantial enrichment at gene 5’ end can also be observed (Additional file 1: Fig. S1b). Considering the conservation of Pol II in eukaryotes, we reasoned that such a difference between our data and previous data is likely due to different antibodies. Indeed, it was showed previously that CMA602 antibody may cross react with Pol II CTD that displays both Ser5P and Ser7P [52]. In addition, CMA602 is raised against SYSPTSPSYSphosPTSPSYSP peptide [52], the sequence of which has less copies within Arabidopsis Pol II CTD compared with the YSphosPTSPS that used to raise 3E10 [28]. Overall, our results suggest 3E10 antibody is ideal for profiling Pol II at gene 3’ end in plants.

The Pol II peak at gene 3’ end can be observed for both Ser2P CTD Pol II and Ser5P CTD Pol II (Fig. 1a; Additional file 1: Fig. S1b, c), suggesting 3’ end pause of Pol II is a general feature of Pol II at gene 3’ end. Meanwhile, the highly specific enrichment of Ser2P CTD Pol II at gene 3’ end in our data enabled us to look at the features and regulation of 3’ end pause in detail. We found the position of 3’ end pause is tightly associated with TWS, suggesting 3’ end pause is a feature innately linked with transcription termination (Fig. 1e). Most intriguingly, mutation of XRN3 does not affect the position of Pol II pause but causes a slight increase of pausing time, as showed by 3’PI data (Fig. 2e; Additional file 1: Fig. S3e) and also mathematical modelling (Fig. 6d). Thus, our data suggest Pol II pause likely occurs prior to XRN3 engagement, and XRN3 may aid the release of paused Pol II at 3’ end. Interestingly, XRN3 could also impact elongation as the Pol II level in the gene body region slightly decreases globally in *xrn3-3* (Additional file 1: Figs. S3a, S12). The exact reason for this remains unknown, but such a phenomenon reflects the coupling between elongation and termination. It is also worth noting that a relatively weak allele *xrn3-3* is used in our study, thus we cannot exclude the possibility that a stronger effect on 3’ pause can be observed in a stronger allele of XRN3 such as *xrn3-8* [12]. Nevertheless, our data suggest that termination control in plants involves both 3’ end Pol II pause and exonuclease-mediated RNA decay, a scenario similar to the combined model of termination (or the Sitting Duck model) recently proposed in mammalian cells. In this scenario, Pol II change its conformation and pauses at gene 3’ end; Pol II behaves similar as a “sitting duck” when it pauses, waiting for the XRN3 torpedo to release it from the DNA template. The exact structure and implication of Pol II conformation at gene 3’ end remains a challenge to define. Pol II conformation at 3’ end could be much more complex than just the Ser2P of Pol II CTD, although Ser2P is highly enriched at 3’ end.

Our work revealed tight coupling between 3’ end Pol II pause and exon splicing at multiple exons genes. It was shown previously that 3’ end Pol II pause mainly occurs at genes with multiple exons in yeast [45], a unicellular organism in which genes mostly has only a single exon. Our data showed this feature was kept and further evolved in multicellular organisms like Arabidopsis (Fig. 3a–c), the genome of which is dominated by multiple exons genes. Indeed, the 3’ end pause contributes to the mutually promoting nature of splicing among different exons within individual genes (Fig. 4d, Additional file 1: Fig. S6c), a feature highlighted in plants. The 3’ end pause likely gives substantial time for efficient on-chromatin splicing, which is especially critical for plant genes given their unique structures. Compared with mammalian genes, plant genes and yeast genes both have generally much shorter intron, while plant genome harbors lots more multiple exon genes than yeast. Thus, assuming similar Pol II elongation rate and spliceosome assembly kinetics among species, it is particularly challenging for effective co-transcriptional or on-chromatin splicing in plants. Based on our data, the 3’ end pause of Pol II provides an explanation for this. Consistent with the data at individual genes in mammals [47], we found that 3’ end pause largely requires effective spliceosome assembly in plants at a genome-wide scale (Fig. 5). Thus, a considerable proportion of on-chromatin splicing could be finished when Pol II pauses at gene 3’ end. Indeed, consistently, it was also reported previously that splicing inhibition did not change the local Pol II dynamics at the splice junction of individual genes [51]. It is currently unknown if there are particular factors to signal splicing status to Pol II at gene 3' end or that the spliceosome is simply in touch with Pol II and holding it at 3’ end. These possibilities remain to be distinguished in the future.

We showed that mathematical modelling is highly effective in resolving Pol II dynamics when combined with high-resolution Pol II occupancy data such as pNET-seq (Fig. 6). Indeed, for most multicellular organisms, studying Pol II dynamics in real time is extremely challenging and often remains unfeasible. Our modelling results confirmed that 3’PI is a good estimate of Pol II pausing extent (Fig. 6), while modelling enables a more accurate estimate of Pol II pausing time. For example, the mutation of human exonuclease (XRN2) leads to pileup of Pol II at 3’ end [10, 11], a phenomenon that is not observed in Arabidopsis; hence, our modelling results showed that mutation of exonuclease causes an increase of Pol II pausing time at 3’ end (Fig. 6d). Our modelling results showed the 3’ end pausing time is most strongly affected by the number of exons, compared with *xrn3*, suggesting exon numbers by means of splicing is a major determinant of 3’ end pause (Fig. 6c–e). It is worth noting that to fit the data, Pol II dynamics at the gene body region also need to be altered as a function of exon numbers (Additional file 1: Fig. S10). Indeed, at genes with more exons, the gene body density of Pol II is also lower (Fig. 6b), suggesting either the Pol II initiation rate or the elongation rate, or both parameters need to be tuned when the exon number increases. In our current model, given that we fixed the Pol II elongation rate at the gene body, it is necessary to change Pol II initiation rate to fit the gene body Pol II profiles at gene groups with different numbers of exons (Additional file 1: Fig. S10). Thus, it would be interesting to test in the future if transcriptional initiation and elongation rate are generally coordinated between each other and are functions of exon numbers, a scenario that is similar to what we observed at Arabidopsis *FLC* previously [33]. Our modelling results also indicate that Pol II’s release rate from the template when it travels post the pausing site (d, Additional file 1: Fig. S10) is likely coupled with exon numbers, such that Pol II would take longer to release at genes with larger numbers of exons. Although defining the Pol II releasing rate in Arabidopsis remains unfeasible, our modelling result further strengthens that Pol II takes longer to terminate at genes with increased exon numbers.

## Conclusions

In this work, we provide high-resolution density maps of Ser2P Pol II in Arabidopsis under various conditions and mutant. By comprehensive data analysis combined with mathematically modelling, we found Pol II pausing at gene 3’ end is a feature innately associated with transcription termination that largely occurs before XRN3-mediated decay of cleaved readthrough transcripts. Importantly, 3’ end pause is tightly coupled with splicing at multiple exon genes, such that exon numbers by means of splicing is a major determinant of 3’ end pause level. Spliceosome assembly is required for effective 3’ end pause, while 3’ end pause promote the cooperativity of splicing among different exons at individual genes.

## Methods

### Plant materials and growth conditions

The *Arabidopsis thaliana* ecotype Columbia-0 (Col-0), and *xrn3-3* (SAIL_1172_C07) were used in this study. All seedlings used in the experiments were grown on the 1/2 MS at 22℃ (16-h light/8-h dark) for 14 days.

### pNET-seq and sequencing library construction

pNET-seq was performed in Arabidopsis seedlings as previously described with modifications [29]. In brief, approximately 2 g of seedlings was ground into fine powder with liquid nitrogen. The nuclei were extracted by nuclei lysis buffer (50 mM HEPES pH7.5, 150 mM NaCl, 1 mM EDTA, 1% (w/v) Triton X-100, 10% (w/v) glycerol, 5 mM 2-mercaptoethanol, 1 × protease inhibitor cocktail) and filtered through two layers of Miracloth. After centrifugation, the collected nuclei pellets were washed once by HBB buffer (25 mM Tris-HCl pH7.5, 0.44 M sucrose, 10 mM MgCl_2_, 0.1% (w/v) Triton X-100, 10 mM 2-mercaptoethanol) and HBC buffer (20 mM Tris-HCl pH 7.5, 352 mM sucrose, 8 mM MgCl_2_, 0.08% (w/v) Triton X-100, 8 mM 2-mercaptoethanol, 20% (w/v) glycerol) separately. Then, the nuclei pellets were resuspended in 1 ml MNase buffer (20 mM Tris-HCl pH 8.0, 5 mM NaCl, 2.5 mM CaCl_2_) and digested with 20 U MNase (TaKaRa) for 5 min at 37 °C rotating at 1400 rpm. The digested chromatin was subjected to mild sonication to release the Pol II and nascent RNA complex. After centrifuging at 15,000 rpm at 4℃ for 5 min, the supernatant was collected, followed by immunoprecipitation with anti- Ser2P CTD Pol II antibody (3E10, AB_2687450, ACTIVE MOTIF) and Protein G Dynabeads (Thermo Fisher Scientific). After immunoprecipitation, the beads were washed 8 times with washing buffer (50 mM Tris-HCL pH 7.5, 150 mM NaCl, 0.05% (v/v) NP40). The resulting nascent RNA bound by Pol II was treated with T4 PNK (Thermo Fisher Scientific) on beads for 7 min at 37 °C for RNA 5’ end phosphorylation. The resulting RNA was extracted by using TRIzol, followed by sequencing library construction with NEXTflex Small RNA-Seq Kit v3 (Bioo Scientific), according to the product manual. The sequencing library was purified with VAHTS DNA Clean Beads (Vazyme) and then used for pair-end Illumina (Nova Seq 6000, PE150) sequencing. The repeatability of sequencing data is shown in Additional file 1: Figs. S11 to S15. A summary of sequencing data is presented in Additional file 2.

### Chromatin-bound-RNA-seq (CB-RNA-seq) and sequencing library construction

CB-RNA-seq was performed as previously described [37]. Nuclei were extracted from 1 g of grinded seedlings using 8 ml Honda buffer supplemented with 1 × protease inhibitor cocktail, 2 mM DTT, 0.4 U/μl RNase inhibitor, and 200 ng/μl yeast tRNA. To enrich nuclei, the lysates were filtered through two layers of Miracloth, followed by centrifugation at 4000 rpm at 4℃ for 5 min. The resulting pellet was resuspended in 1 mL Honda buffer, followed by centrifugation at 8000* g* for 1 min. The resulting pellet was resuspended in one volume of resuspension buffer (50% (w/v) glycerol, 0.5 mM EDTA, 25 mM Tris-HCl pH7.5, 100 mM NaCl, 2 mM DTT, 1 × protease inhibitor cocktail, 500 ng/μl tRNA, 0.8 U/μl RNase inhibitor), followed by a wash with 2 volumes of washing buffer (25 mM Tris-HCl pH7.5, 300 mM NaCl, 1 M Urea, 0.5 mM EDTA, 1% (w/v) Tween 20). After centrifuging at 8000* g* at 4℃ for 1 min, an equal volume of resuspension buffer was added to resuspend the nuclei pellets again, and one volume of wash buffer was added to wash the nuclei pellets. The chromatin pellets after centrifugation were resuspended in 1 ml TRIzol, and RNA was extracted with RNA Clean & Concentrator-5 kit (Zymo Research) according to the manual. Contaminating DNA was removed using Turbo DNase (Thermo Fisher Scientific), followed by RNA purification using RNeasy Mini Kit (Qiagen). The polyadenylated RNA was removed using mRNA Capture Beads (Vazyme). The resulting RNA was treated with riboPOOLs (siTOOLs Biotech) and Streptavidin magpoly beads (Smart-Lifesciences) to remove the rRNA. The resulting chromatin-bound RNA was then used to construct the strand-specific sequencing library with NEBNext Ultra II Directional RNA Library Prep Kit (NEB). The resulting library was sent for Illumina sequencing (Nova Seq 6000, PE150). The repeatability of sequencing data is shown in Additional file 1: Figs. S11 to S15. A summary of sequencing data is presented in Additional file 2.

### RNA-seq and sequencing library construction

Total RNA was extracted using E.Z.N.A. Plant RNA Kit (Omega). DNA was removed by RQ1 RNase-Free DNase (Promega). rRNA was depleted using riboPOOLs (siTOOLs Biothch) and Streptavidin magpoly beads (Smart-Lifesciences). The resulting total RNA was used to construct the strand-specific sequencing library with NEBNext Ultra II Directional RNA Library Prep Kit (NEB) for Illumina (Nova Seq 6000, PE150) sequencing. The repeatability of sequencing data is shown in Additional file 1: Fig. S11. A summary of sequencing data is presented in Additional file 2.

### Splicing inhibitor treatment

For herboxidiene treatment, 14-day-old seedlings grown on top of a nylon filter were immersed in 50 mL 1 × PBS containing either 5 μM herboxidiene (GEX1A, Cayman Chemical) or equal amount of solvent (DMSO). The vacuum was temporarily applied and released twice to facilitate the penetration of the solution. The plants containing solution were transferred gently to an empty petri dish incubate at 22℃ in a growth chamber for 1-h treatment. The excessive solution was removed, and plants were briefly dried with kitchen paper, snap frozen in liquid nitrogen, and stored at −80 ℃ until use.

### Quantitative real-time PCR

Total RNA was extracted using E.Z.N.A. Plant RNA Kit (Omega). DNA was removed by RQ1 RNase-Free DNase (Promega). 2.5 μg RNA was used for reverse transcription (M-MLV Reverse Transcriptase, Promega) using gene-specific primers. The resulting cDNA was diluted 30 times with water. Quantitative real-time PCR was performed with a qTOWER^3^ 84 (Jena) and PerfectStart Green qPCR SuperMix (Transgen). For data normalization, intron inclusion levels are calculated by normalizing the unspliced value to the spliced value. Data are presented as mean ± standard deviation from three biological replicates.

### Total RNA-seq and CB-RNA-seq data analyses

The adapters, Ns, and low-quality bases were removed from raw data using the Trimmomatic [53] package (version 0.39), and the trimmed reads with a length less than 36 bp were also dropped. The clean reads were mapped to the TAIR10 genome using HISAT2 [54] (version 2.2.0) with default parameters. The uniquely mapped reads were retained for further processing using SAMtools [55] (version 1.3.1). The transcripts per million (TPM) value of each gene was calculated using TPMCalculator [56] (version 0.0.3). Only the expressed genes (TPM ≥ 1) were used for the calculation of the 5ʹ splicing site (5ʹSS) ratio and 3ʹ splicing site (3ʹSS) ratio, according to the method described previously [37]. The mean SS ratio of all introns was used to represent the gene’s SS ratio. The identification of differentially spliced introns was performed as described previously, except the corrected *p* < 0.05 was used as the threshold for statistical significance. To identify genes in which the intron splicing was inhibited by herboxidiene, reads at all introns or exons of a gene were summed to represent the average intron or exon levels, respectively. The values obtained from herboxidiene and DMSO samples were then used to identify the differentially spliced genes, same as for a single exon-intron unit.

### pNET-seq data analysis

The adapter was trimmed using the fastp [57] (version 0.23.1) with the parameter “--correction --overrepresentation_analysis”. Reads mapping to the reference genome and non-uniquely mapped read filtering was conducted as described above. PCR duplications were filtered by gencore [58] (version 0.16.0) according to unique molecular identifiers (UMIs). Since the 3′ end of read 1 represented the last nucleotide incorporated by the polymerase, the aligned reads were trimmed to keep only the 3′ nucleotide of read 1, with the directionality indicated by read 1. Each gene was extended 500 bp downstream of gene 3’ end to calculate a TPM value; only genes with TPM ≥ 1 were used for the calculation of the 3’ end pause index (3’PI). For metagene profiling, RPKM was calculated with a 10-bp sliding window, and profiles were visualized using plotProfile in deepTools [59].

### The calculation of 3’ end pause index

The 3’PI represents the level of Pol II at the 3’ end peak relative to its level at the gene body. Similar to the principle underlying the 5’ end pause index [29], the 3’ end pause index estimates the Pol II velocity at the 3’ end relative to the gene body region and is independent of Pol II initiation rate (or transcription level), thus can reflect the extent of Pol II pausing at 3’ end. To determine 3’PI, we first defined a terminal region for each gene as −150 to +300 bp relative to PAS. Judging from the metagene plot in Fig. 1c, Pol II often peaks around 100 bp post the PAS; therefore, ~150 to +300 bp should be sufficient to cover the Pol II 3’end pausing peak for the majority of genes. Indeed, among the 18,010 paused genes we identified, the majority of them pauses between 40 and 160 bp post the PAS, with a mean value of 97 bp post the PAS (Additional file 1: Fig. S1e). Thus, we used ~150 to +300 bp relative to PAS as definition for the termination region. In the terminal region, the pNET-seq read densities of 50-bp sliding widows (with a step size of 5 bp) were calculated, and the window closest to the PAS and with the maximum read density was selected as the proximal terminal peak. In case there are multiple windows showing equally high values, the one that is closest to the PAS was used for further analysis. 3’PI was calculated by normalizing the read density at the proximal terminal peak to the read density of the gene body region (from TSS to −301 of PAS). A gene with 3’ end pause was identified if read density in the proximal terminal region is significantly higher than that in the gene body, based on Fisher’s exact test with a Benjamini–Hochberg adjusted *p* < 0.05 [60]. Only protein-coding genes were included into the analysis. For analysis involving exon numbers, only the longest isoform from each individual gene was used to calculate the exon numbers.

### The calculation of readthrough index

The readthrough index was calculated as described previously [27] with minor modifications. The readthrough region was defined as +301 to +801 bp relative to PAS and can be extended to the TSS of a downstream gene at most. The gene body region was defined as TSS to −151 bp relative to PAS. The readthrough index was calculated as the read density of the readthrough region normalized to that of the gene body region. Fisher’s exact test (with a Benjamini–Hochberg adjusted *p* < 0.05) was used to determine whether the readthrough index was significantly different between two samples. Genes that passed the test were considered with increased or decreased readthrough levels between two samples. Only protein-coding genes were included into the analysis.

### Statistical analysis

The Spearman R value was used to measure the correlation between the two factors. The Wilcoxon test was used for any comparison between two sets of non-normally distributed data, and the *p* value was adjusted using the Benjamini–Hochberg method [60]. Fisher’s exact test was used on the overlap test between two lists and the identification of differentially paused, spliced, or readthrough genes.

### Mathematical model of Pol II occupancy

The dynamics of Pol II in initiation, elongation, and termination of gene transcription is simulated using the partial differential equation (PDE) model below.

For the genomic region between the transcription start site (TSS) and the pausing site (PS), the dynamics of Pol II is modelled using the PDE below:

$$\begin{array}{c}\frac{\partial P(x,t)}{\partial t}=F\cdot\delta \left(x\right)-\frac{\partial }{\partial x}(v\left(x\right)P\left(x,t\right))\\ \delta \left(x\right)=\left\{\begin{array}{cc}1& x=0\\ 0& x\ne 0\end{array}\right.\end{array}$$

In which $$P(x,t)$$ is the level of Pol II occupancy at time $$t$$ and genomic position with coordinate $$x$$. For the definition of the genomic coordinate, the site for transcription initiation is defined to have coordinate $$x=0$$, and positions downstream of the TSS have positive genomic coordinates. In this equation, the term $$F\cdot\delta \left(x\right)$$ describes the initiation of transcription which happens with a non-zero rate of initiation *F* at the TSS and zero rate at other locations. In the second term, $$v\left(x\right)$$ is a function that quantifies the relationship between the velocity of elongation (in other words, the movement of Pol II along the gene body). To model the pause of Pol II at the 3’ end of the gene body, we assume that the velocity of elongation decreases near the PS and the extent of velocity decrease reaches its maximum at the PS, and use the equation below to describe such a relationship between the velocity of elongation and genomic coordinate:

$$v\left(x\right)={v}_{0}\frac{{(x-{x}_{PS})}^{2}+kb}{{(x-{x}_{PS})}^{2}+b}$$

In which $${v}_{0}$$ is the initial velocity of elongation when Pol II is far away from the PS, $${x}_{PS}$$ is the genomic coordinate of the PS, $$b$$ is a parameter that quantifies the range of genomic region affected by 3’ end pause, $$k$$ is a parameter that quantifies the extent of velocity decrease at the PS. To simplify the model, we further assume that the initial velocity of elongation is a constant for all genes, hence $${v}_{0}=1$$.

For the genomic region after the PS, we model the termination of transcription by adding a term quantifying the dissociation of Pol II from the gene:

$$\frac{\partial P(x,t)}{\partial t}=-\frac{\partial }{\partial x}\left(v\left(x\right)P\left(x,t\right)\right)-dP(x,t)$$

In which $$d$$ is the rate of transcription termination.

With the model developed above, we can solve the Pol II occupancy at steady state. Let $$\widehat{P}(x)$$ denote the level of Pol II occupancy at steady state, we have:

$$\left\{\begin{array}{l}\widehat{P}\left(x\right)=\frac{F}{v(x)}\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\,\, \mathrm{between\, TSS\, and\, PS}\\ \widehat{P}\left(x\right){v}^{\prime}\left(x\right)+v\left(x\right){\widehat{P}}^{\prime}(x)=-d\widehat{P}\left(x\right)\; \mathrm{after\, PS}\end{array}\right.$$

Hence $$\widehat{P}\left(x\right)$$ can be computed by directly calculating $$\frac{F}{v(x)}$$ for genomic region between TSS and PS or solving the ordinary differential equation $$\widehat{P}\left(x\right){v}^{\prime}\left(x\right)+v\left(x\right){\widehat{P}}^{\prime}(x)=-d\widehat{P}\left(x\right)$$ for genomic region downstream of PS.

### Parameter estimation of the model

Parameters in the model were determined by fitting the model to pNET-seq data obtained for different genes. To reduce noise in the experimental data, the Pol II occupancy profiles were averaged over genes with the same number of exons. In each experimental condition (e.g., Col-0, *xrn3* mutant, and so on), ten independent models were fitted separately for genes with 1, 2, 3, 4, 5, 6, 7, 8, 9, 10, or more exons using the average Pol II occupancy profiles using differential simulated annealing, a global optimization algorithm for parameter estimation of biological network models that we developed previously [61]. The objective function minimized in parameter estimation was the sum of squared error between the model-predicted and actual Pol II occupancy profiles:

$$f\left({\varvec{p}}\right)=\sum_{i=1}^{n}{\left(\widehat{P}\left({\varvec{p}},{x}_{i}\right)-{P}_{obs}\left({x}_{i}\right)\right)}^{2}$$

In which $$\widehat{P}\left({\varvec{p}},{x}_{i}\right)$$ is the Pol II occupancy at coordinate $${x}_{i}$$ predicted by the model using parameter set $${\varvec{p}}$$, $${P}_{obs}\left({x}_{i}\right)$$ is the actual Pol II occupancy at coordinate $${x}_{i}$$ measured using pNET-seq. For each model, the range for the coordinate $$x$$ was determined based on average length of genes with the corresponding exon number. The experimental data used for the fitting, $${P}_{obs}\left(x\right)$$, was generated by computing the average Pol II occupancy over all genes with the same exon number. We used the average occupancy profiles to fit the model to reduce noises in the pNET-seq data and improve the robustness of the model. After the parameter set $${{\varvec{p}}}_{opt}$$ with optimal fitting was found for each model, we first computed the optimal value of the objective function, $${f}_{opt}=f({{\varvec{p}}}_{opt})$$, and then sampled 50,000 random parameter sets in the region $$[0.316{{\varvec{p}}}_{opt},\, 3.16{{\varvec{p}}}_{opt}]$$ using Latin hypercube sampling and kept all parameter sets $${\varvec{p}}$$ with $$f\left({\varvec{p}}\right)<2{f}_{opt}$$ for the following calculation of 3’ end pausing time.

### Calculation of 3’ end pausing time

As mentioned in the main text, the 3’ end pausing time was defined as the increase in total time required for completion of transcription in the scenario with 3’ end pause compared to the scenario without 3’ end pause.

For the scenario with 3’ end pause, the total time for the entire process of transcription initiation, elongation, and termination to complete was computed as below:

$${t}_{0}={\int }_{0}^{{x}_{PS}+1000}\frac{dx}{v(x)}={\int }_{0}^{{x}_{PS}+1000}\frac{{(x-{x}_{PS})}^{2}+b}{{(x-{x}_{PS})}^{2}+kb}dx$$

For the scenario without 3’ end pause, the velocity of elongation always equals $${v}_{0}=1$$, hence the total time required for the completion of transcription is:

$${t}_{1}={x}_{PS}+1000$$

Thereby, the 3’ end pausing time is calculated using the equation below:

$${t}_{\mathrm{pause}}={t}_{0}-{t}_{1}$$

### Supplementary Information

**Additional file 1: Fig. S1-S15.** Supplementary figures.

**Additional file 2: Table S1.** Summary of sequencing data.

**Additional file 3.** Review history.

## Data Availability

The raw sequencing data and processed files for pNET-seq, CB-RNA-seq, and total RNA-seq data generated in this study are available in the Gene Expression Omnibus (GEO) database under accession number GSE205545 [62]. For pNET-seq of Ser 2P (CMA602), Ser 5P (CMA603), and Unph (8WG16) were acquired from published studies (GSE109974 [63] and GSE117014 [64]). The python scripts used for Pol II pause, RNA readthrough, and SS ratio in this study are available under the MIT license at GitHub repository: https://github.com/flzh628/Pol_II_pause [65] and at Zenodo: https://zenodo.org/record/8287036 [66]. The processed single base pair.bw files of pNET-seq data for each biological repeat are available under the MIT license at GitHub repository: https://github.com/flzh628/Pol_II_pause/tree/main/pNET-seq_sample_bw_files [67]. MATLAB scripts implementing the mathematical model are available under the MIT license at the GitHub repository: https://github.com/ziweidai/pol_II_pause [68] and at Zenodo: https://zenodo.org/record/8296364 [69].

# Supplementary material for: Coupling of co-transcriptional splicing and 3’ end Pol II pausing during termination in Arabidopsis
**Source:** Genome Biol. 2023 Sep 11;24:206. doi: 10.1186/s13059-023-03050-4
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1-S15. Supplementary figures.

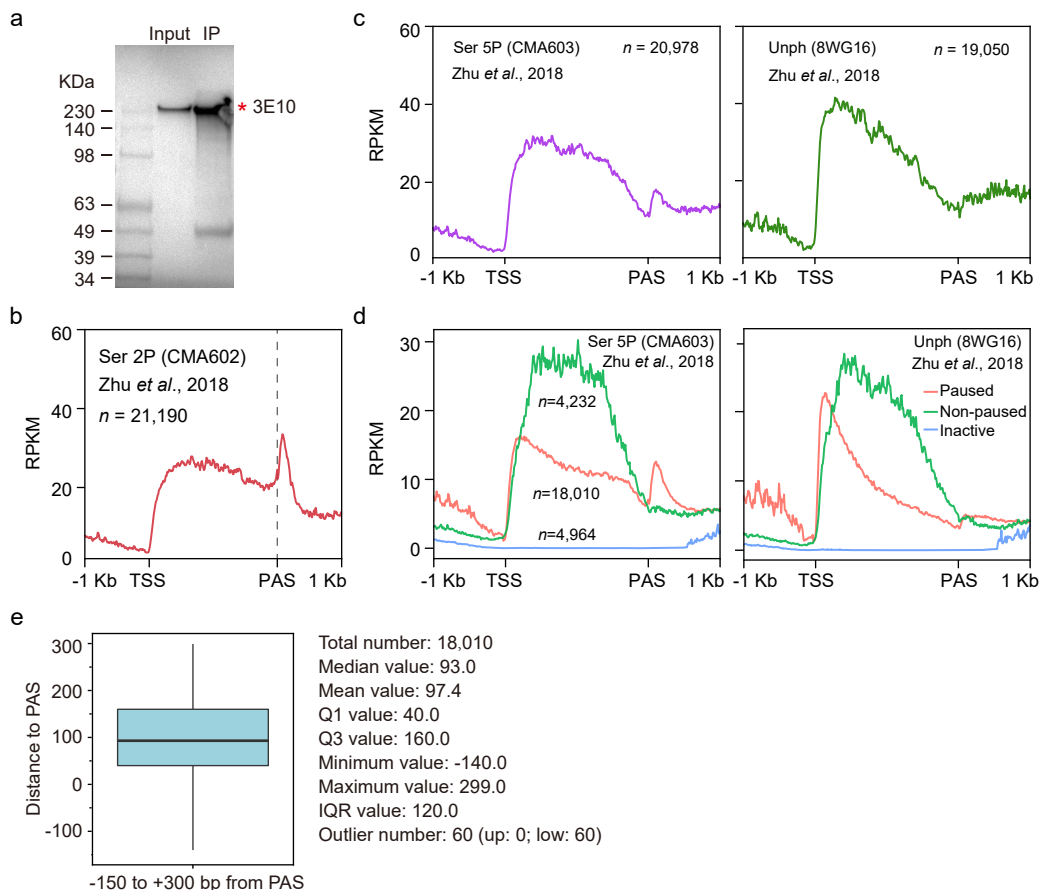

**Fig. S1 Profiles of Pol II with different modifications enriched at its C-terminal domain. a** Western blot showing the immunoprecipitated Ser2P Pol II from Arabidopsis nuclei extracts using 3E10 antibody. **b** Metagene plot showing the Ser2P Pol II profile generated by pNET-seq with CMA602 antibody as published previously. Only the expressed protein-coding genes (TPM $\geq$ 1 based on the Ser2P Pol II pNET-seq data) are used for analysis [29]. **c** Metagene plot showing the Pol II profiles generated by pNET-seq with different antibodies as published previously. Only the expressed protein-coding genes (TPM $\geq$ 1 based on the Ser2P Pol II pNET-seq data) are used for analysis [29]. **d** Profiles of Pol II at paused genes, non-paused genes, and inactive genes in a previously published data set. 3' end pausing state of genes is defined by Ser2P pNET-seq data in this study, as shown in Fig. 1c. **e** Distribution of the Pol II pausing position downstream of PAS. 18,010 paused genes are used for analysis. For box plots, the line indicates the median, box edges represent the first and third quartiles, and the whiskers extend to the farthest data points within  $1.5 \times$  interquartile range outside box edges.

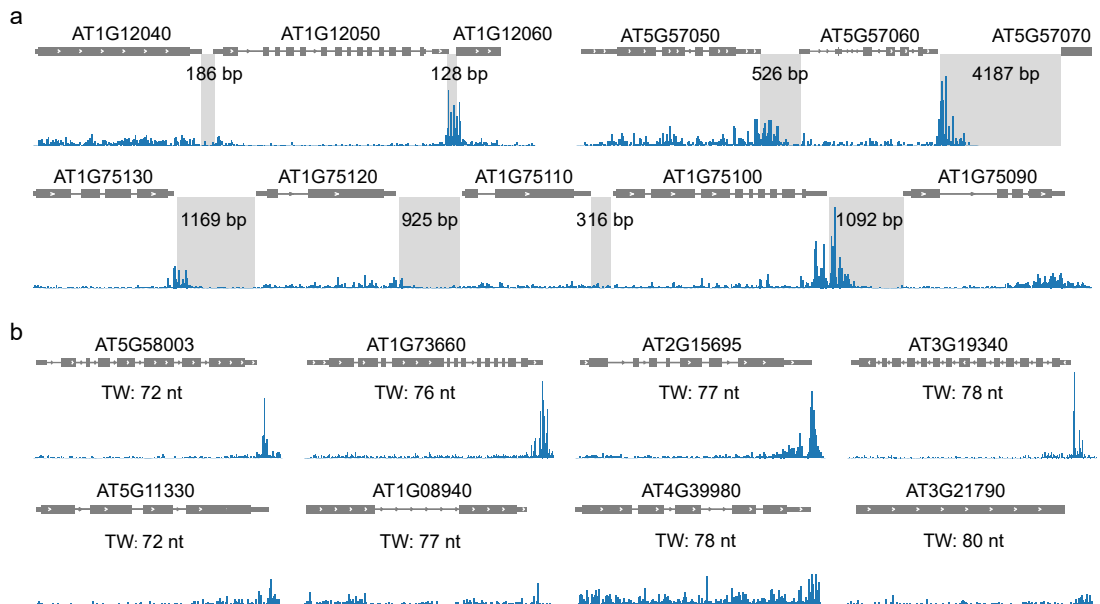

**Fig. S2 Relationship between 3' end Pol II pause and the intergenic region length or termination window size.** **a** Example of genes showing the levels of 3' end pause is not associated with the length of the intergenic region. The grey bars indicate the distance from the PAS of the upstream gene to the TSS of the downstream gene. **b** Example of genes with small termination window size (TWS) showing either a high level of 3' end pause (top panel) or a low level of 3' end pause (bottom panel). TWS of each gene is indicated below the gene structure.

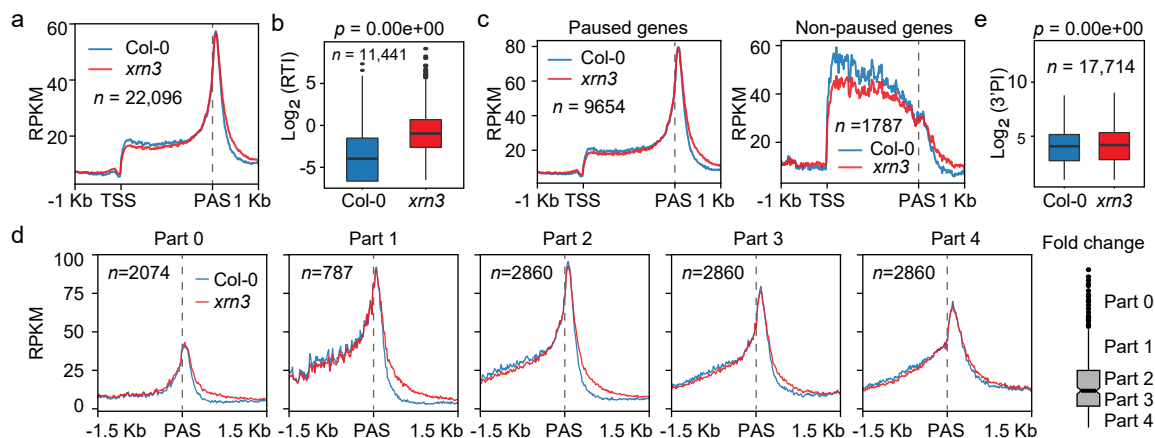

**Fig. S3 The impact of XRN3 on 3' end Pol II pause.** **a** Metagene plot showing Ser2P Pol II profile in Col-0 and *xrn3* of all the expressed protein-coding genes (22,096). **b** Box plot comparing the readthrough index (RTI) between Col-0 and *xrn3* for genes that RTI were up-regulated in *xrn3*.  $p$  value was calculated based on a paired Wilcoxon test. **c** Metagene plots showing Pol II profiles in Col-0 and *xrn3* of paused and non-paused genes which display significantly increased RTI in *xrn3* compared with Col-0 as shown in Fig. 2c. Paused and non-paused genes were defined based on the 3'PI in Col-0. **d** Metagene plot showing Pol II profiles in Col-0 and *xrn3* of genes which displayed significantly increased RTI in *xrn3* compared with Col-0. Genes were divided into five groups according to the fold change of RTI in *xrn3* compared with Col-0 (Part 0 to Part 4, from high to low). **e** Box plot comparing 3'PI in Col-0 and *xrn3* at 17,714 protein genes that are paused in both Col-0 and *xrn3*.  $p$  value was calculated based on a paired Wilcoxon test.

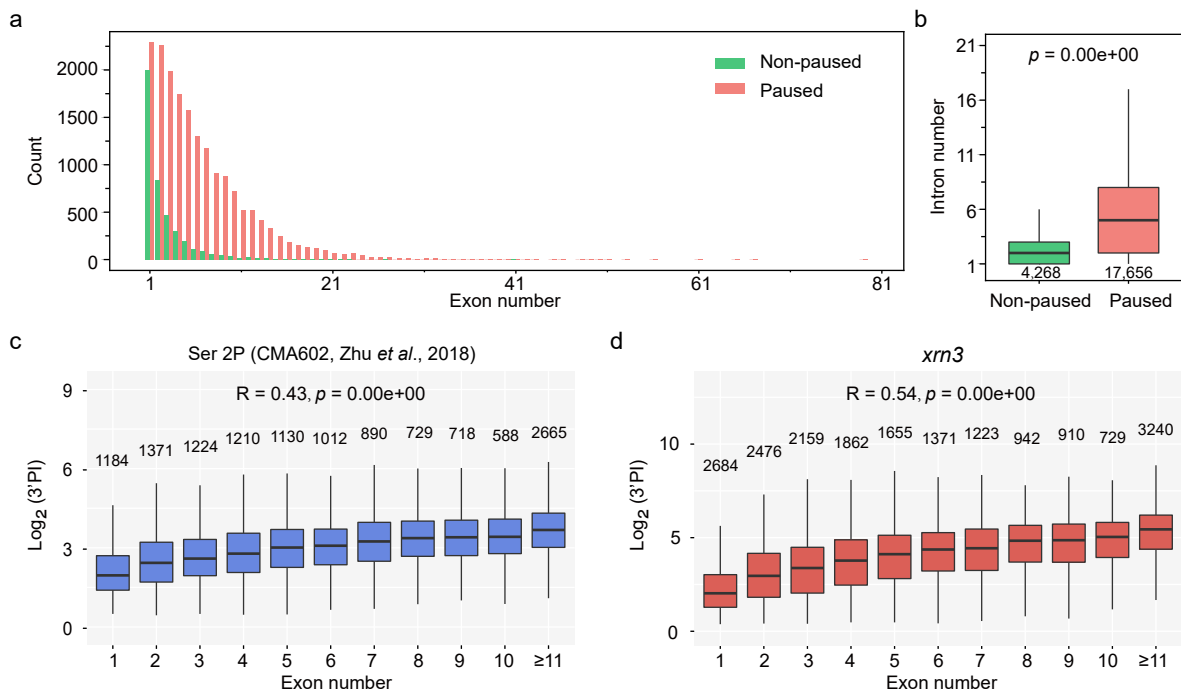

**Fig. S4 3' PI is associated with exon numbers.** **a** Distribution of gene exon numbers of paused and non-paused genes in Arabidopsis genome. The same gene sets as Fig. 1c are used. **b** Box plot comparison of gene exon numbers between paused and non-paused genes. Genes with less than 20 introns are plotted.  $p$  value was calculated based on a Wilcoxon test. **c** The relationship between 3'PI and intron numbers based on Ser2P pNET-seq data published previously[29]. **d** The relationship between 3'PI and exon numbers in *xrm3*. For **c** and **d**, the Spearman correlation coefficient is indicated on top of the plot. For box plot, gene numbers of each group are shown above the boxes.

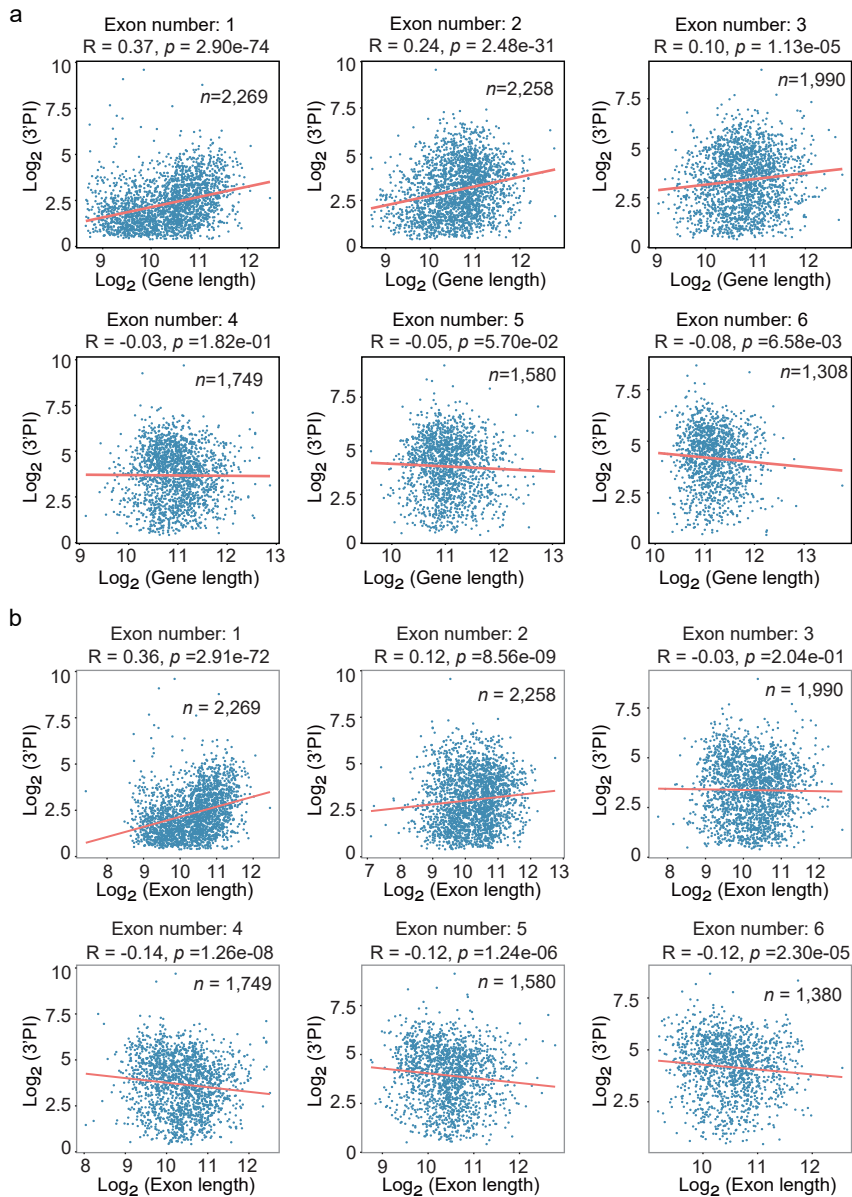

**Fig. S5 Relationships between 3'PI and gene length or exon length in gene groups with fixed numbers of exons. a** Scatter plots indicating the relationship between 3'PI and gene length in gene groups with fixed exon numbers. **b** Scatter plots indicating the relationship between 3'PI and the sum of exon length in gene groups with fixed exon numbers. For each panel, the orange line indicates the trendline fitted based on the least squares method. Spearman correlation coefficient is indicated on top of the plot.

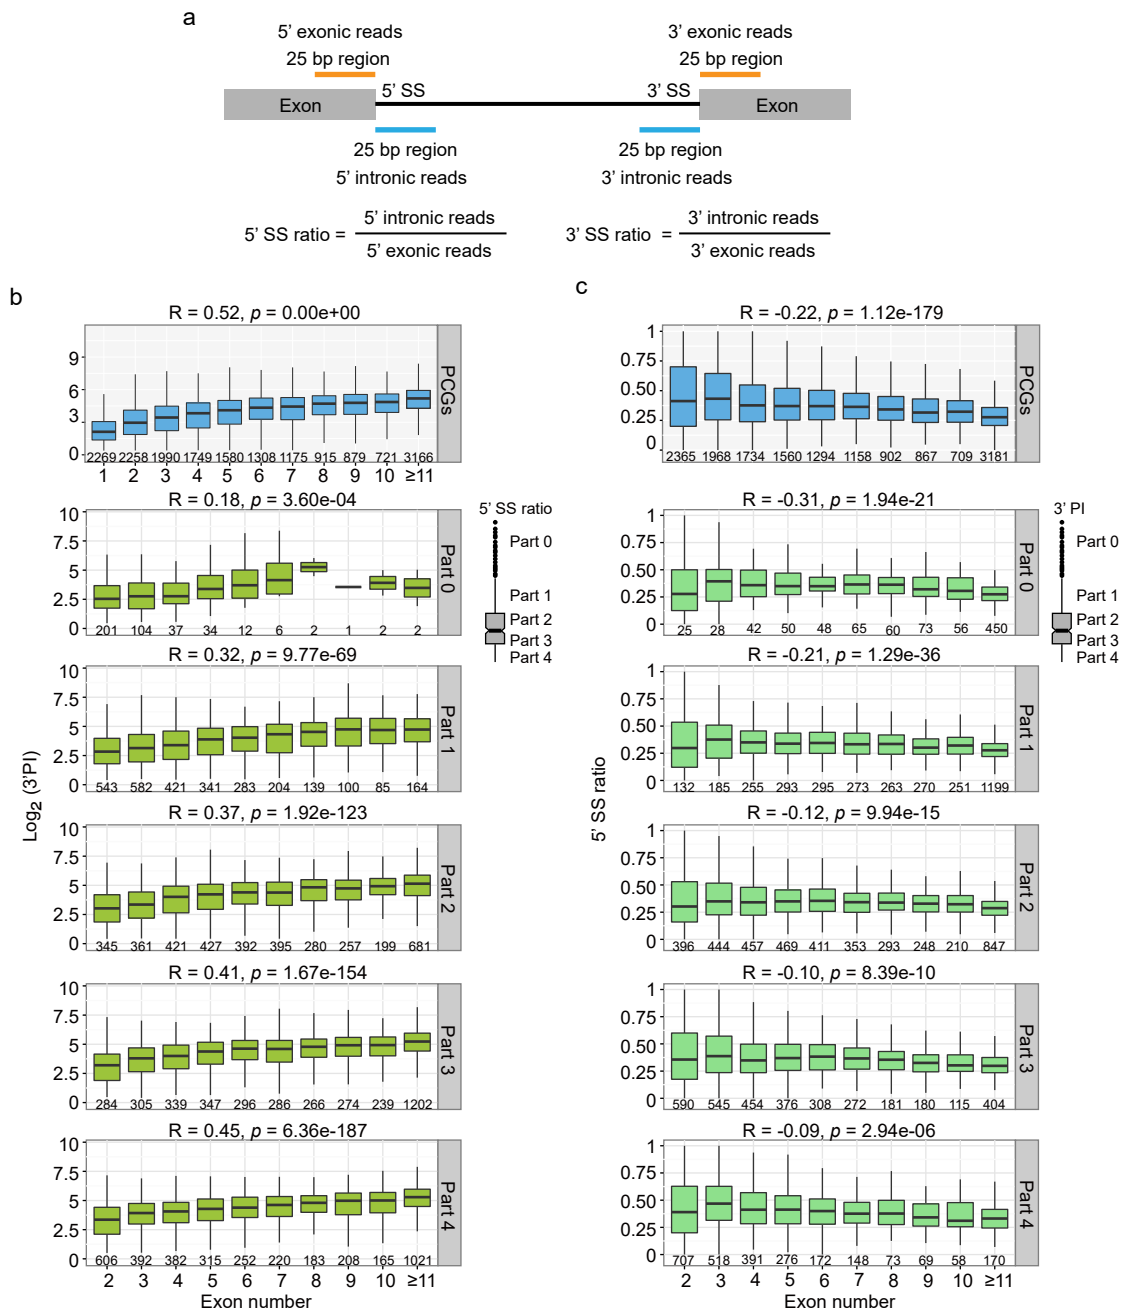

**Fig. S6 Relationships among exon numbers, 3' end pause and splicing efficiency.** **a** Diagram showing the definition of 5' SS ratio and 3' SS ratio. Note that the SS ratios reflect intron retention levels. **b** Box plots demonstrate the relationship between 3' PI and exon numbers in gene groups with different levels of 5' SS ratio. The plot in blue demonstrates the situation in all protein-coding genes. Protein-coding genes were divided into five groups according to average 5' SS ratios of genes (part 0 to part 4, from high to low), and the relationship between 3' PI and exon numbers was plotted separately for each group. **c** Box plots demonstrate the relationship between the 5' SS ratio and exon numbers in gene groups with different levels of 3' PI. The plot in blue demonstrates the situation of all protein-coding genes. Protein-coding genes were divided into five groups according to the 3' PI (part 0 to part 4, from high to low), and the relationship between the 5' SS ratio and exon numbers was plotted separately for each group. For **b** and **c**, The Spearman correlation coefficient is indicated above each plot. Gene numbers of each group were shown below the boxes.

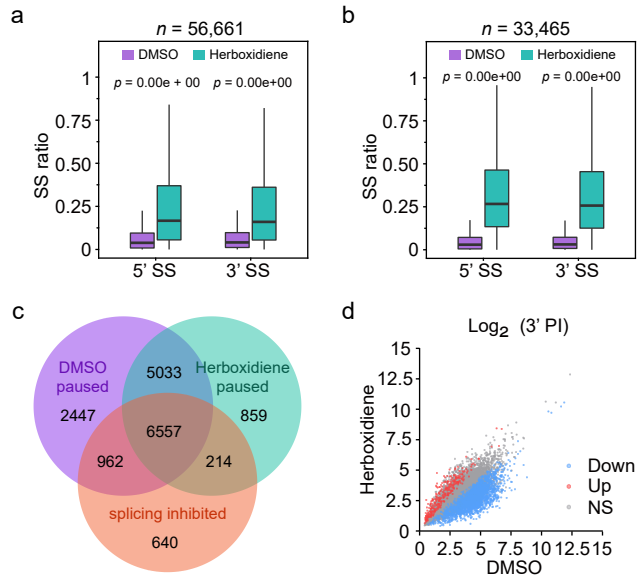

**Fig. S7 Inhibition of splicing reduces 3'PI.** **a** Box plot showing 5'SS ratios and 3'SS ratios of 56,661 exon-intron-exon units that display total RNA-seq reads in the Arabidopsis genome. **b** 5' and 3'SS ratios of 33,465 exon-intron-exon units, of which splicing was inhibited after herboxidiene treatment. For **a** and **b**, the  $p$  value was calculated based on a paired Wilcoxon test. **c** Overlaps among paused genes in DMSO treated sample, paused genes in herboxidiene treated sample and genes that displayed splicing inhibition upon herboxidiene treatment. **d** Scatter plot demonstrating that 3'PI is generally reduced after herboxidiene treatment compared with DMSO control. Genes with up or down-regulated 3'PI were determined based on Fisher's exact test of statistical difference ( $p < 0.05$ ).

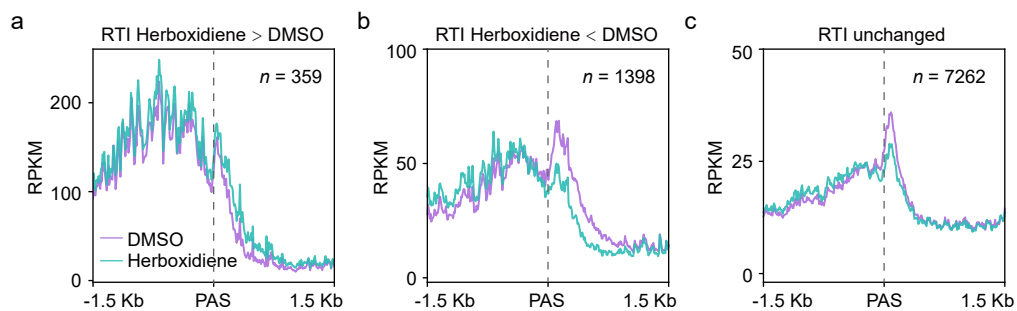

**Fig. S8 The impact of splicing inhibition on transcription readthrough.** Metagene plot showing Pol II profiles at gene 3' end in DMSO control group and herboxidiene treated group. **a** Genes of which readthrough levels were up-regulated by herboxidiene treatment compared with DMSO control. **b** Genes of which readthrough levels were down-regulated by herboxidiene treatment compared with DMSO control. **c** Genes of which readthrough levels were unchanged by herboxidiene treatment compared with DMSO control.

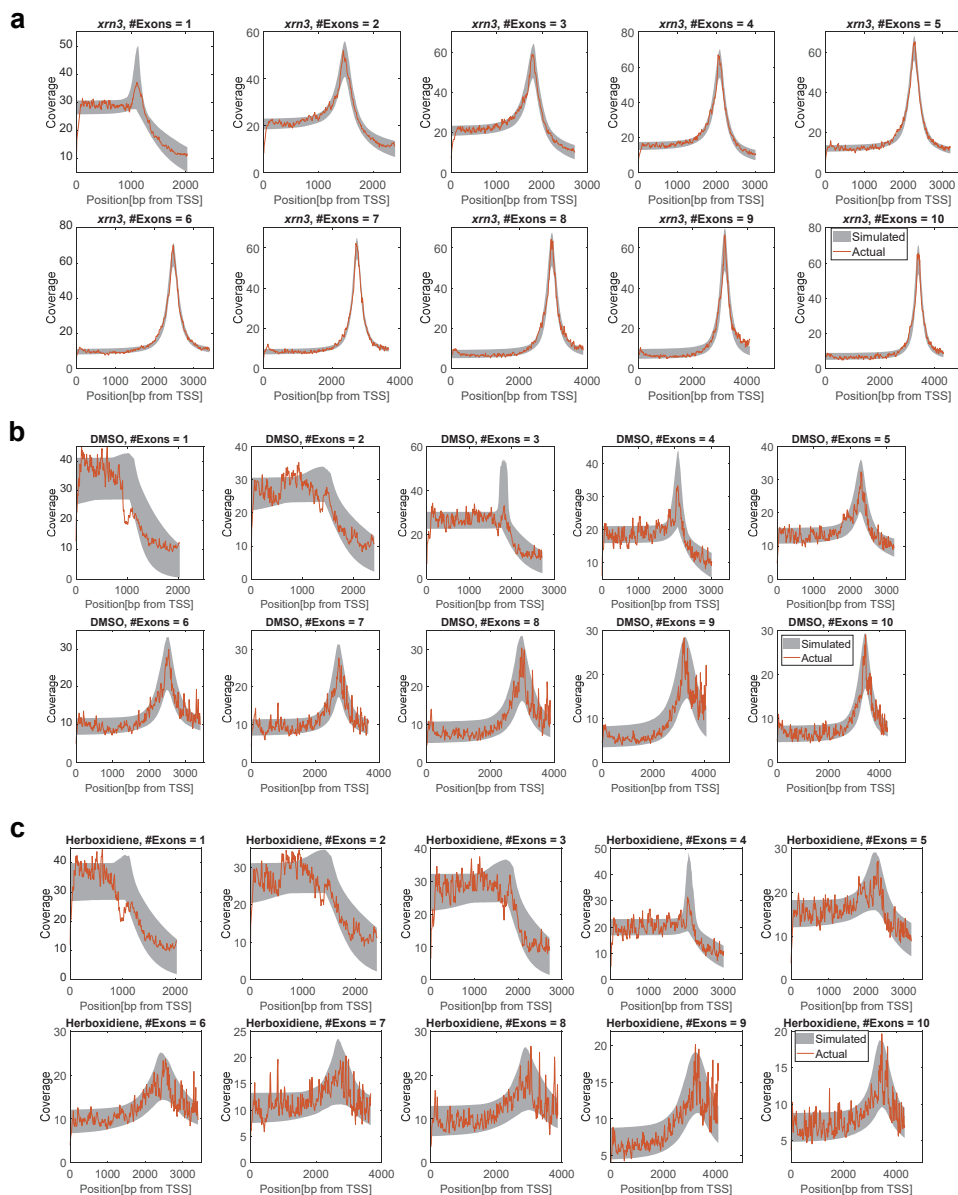

**Fig. S9 Comparison of model-predicted and actual Pol II occupancy profiles in a *xrn3*, b DMSO, and c Herboxidiene.**

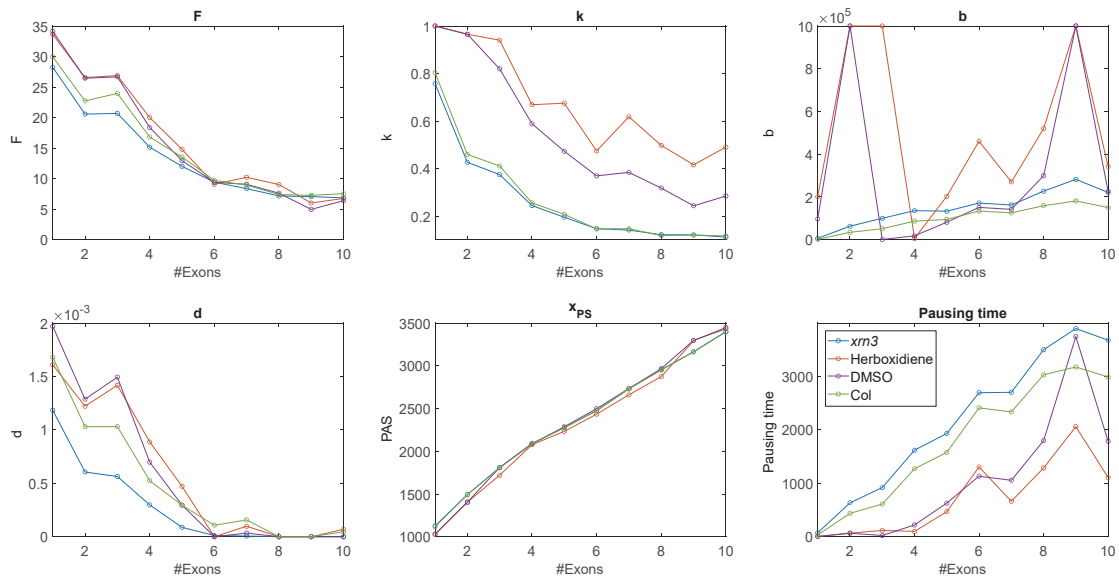

**Fig. S10** Model parameters that fit the pNET-seq data the best in different genes and experimental groups.

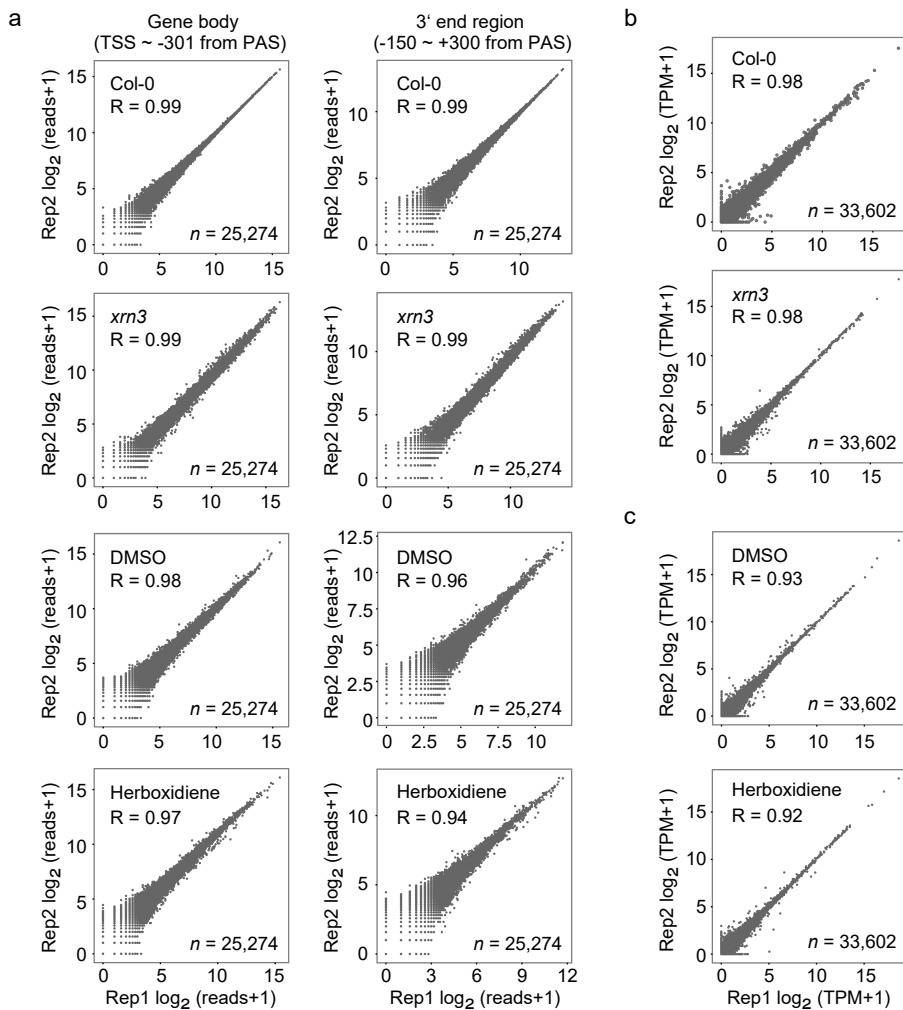

**Fig. S11 Summary of sequencing data quality.** **a** Scatter plot indicating the correlation between biological replicates of pNET-seq reads at gene body (left panel) and 3' end region (right panel). Spearman R is shown. **b, c** Scatter plots indicating the correlation between biological replicates of CB-RNA-seq and total RNA-seq, respectively. Spearman R is shown.

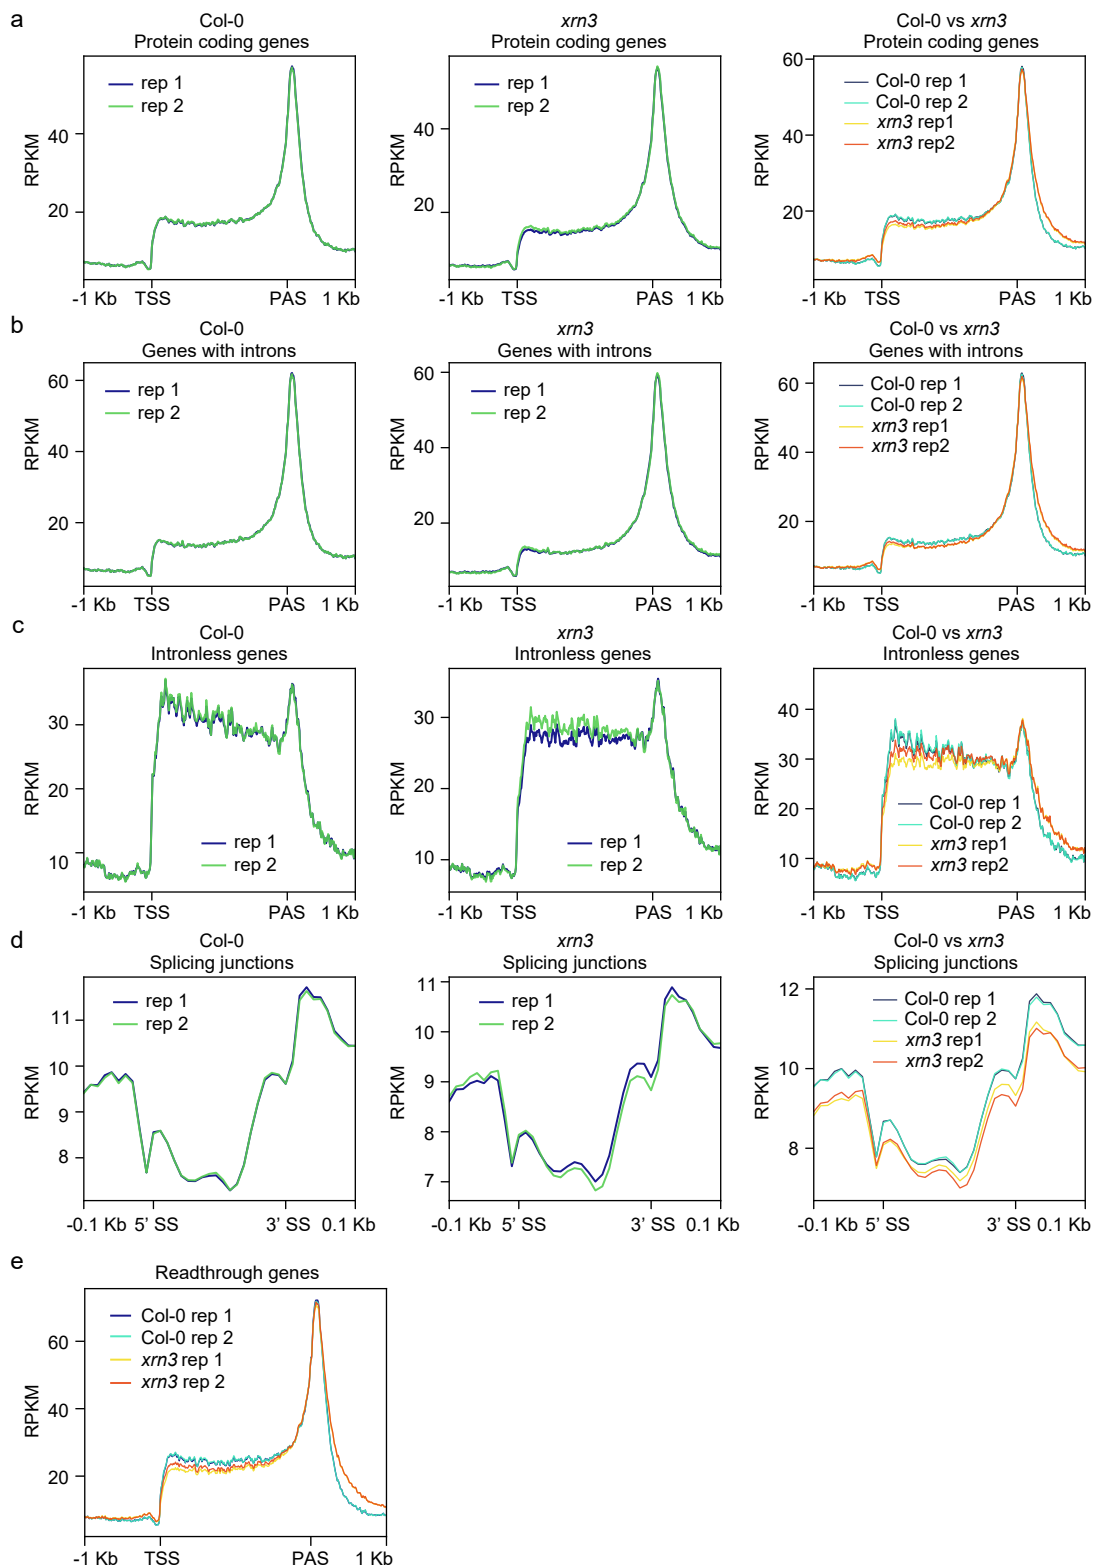

**Fig. S12 Metagene plots of pNET-seq data from different biological replicates of Col-0 and *xrn3*.** Metagene plots demonstrate the distribution of Ser2P Pol II of different gene groups along gene features based on pNET-seq data. Results from each biological replicate were plotted separately. **a** Results from all the protein-coding genes. **b** Results from genes with introns. **c** Results from the intronless genes. **d** Metagene profile at the splicing junctions (exon-intron-exon units). **e** Results from the genes that display significantly increased RTI in *xrn3* compared with Col-0.

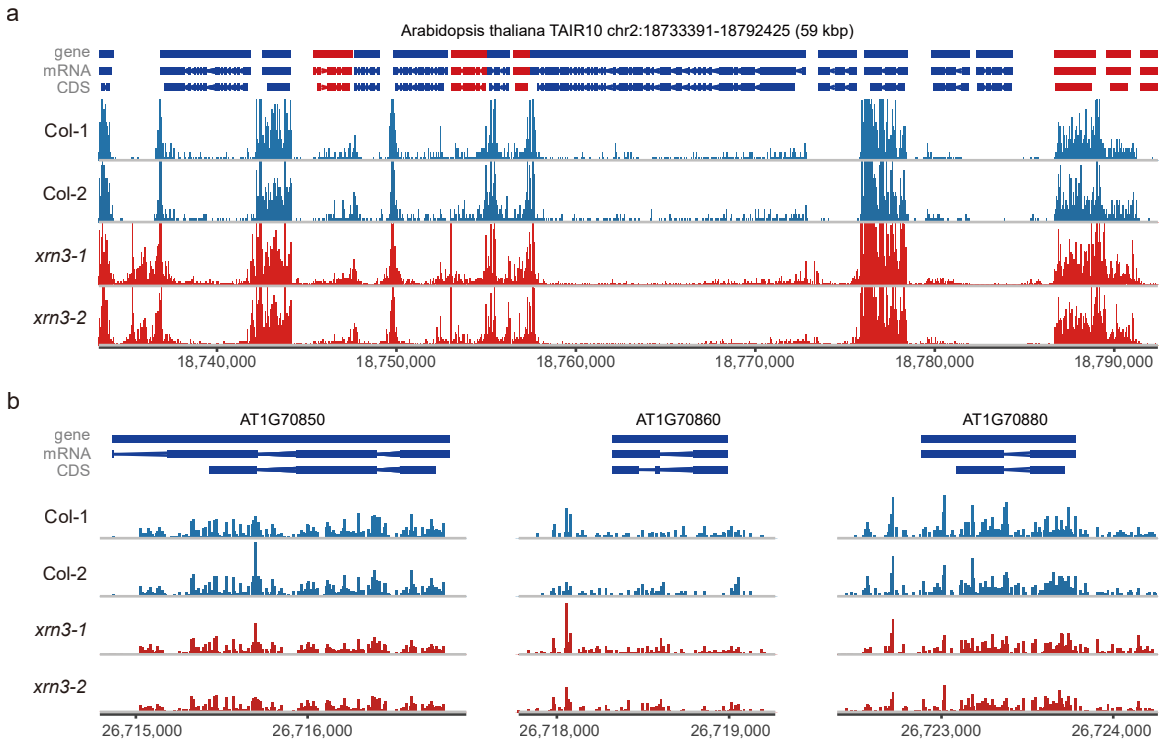

**Fig. S13 Genome browser tracks of pNET-seq data from different biological replicates of Col-0 and *xrn3*.** **a** Genome browser tracks of a 59 kbp window from chromosome 2. **b** Genome browser tracks of 3 randomly selected genes from chromosome 1.

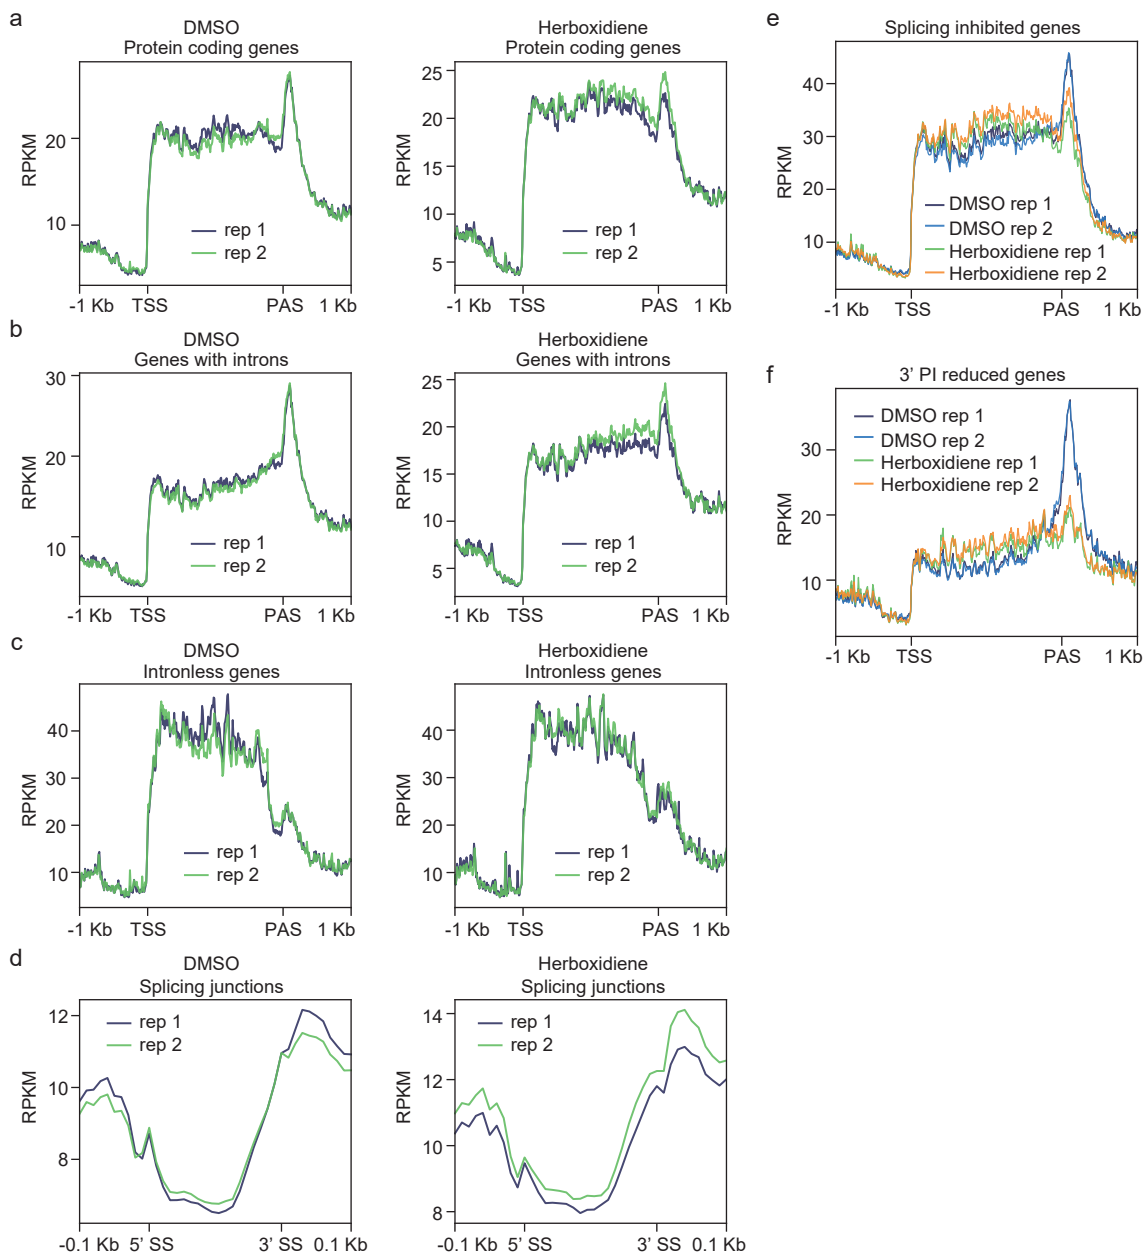

**Fig. S14 Metagenome plots of pNET-seq data from different biological replicates of Col-0 treated with DMSO or herboxidiene.** **a** Results from all the protein-coding genes. **b** Results from genes with introns. **c** Results from the intronless genes were plotted. **d** Metagenome profile at the splicing junctions (exon-intron-exon units). **e** Results from the genes that display splicing inhibition upon herboxidiene treatment. **f** Results from the genes that displayed significantly reduced 3'PI upon herboxidiene treatment.

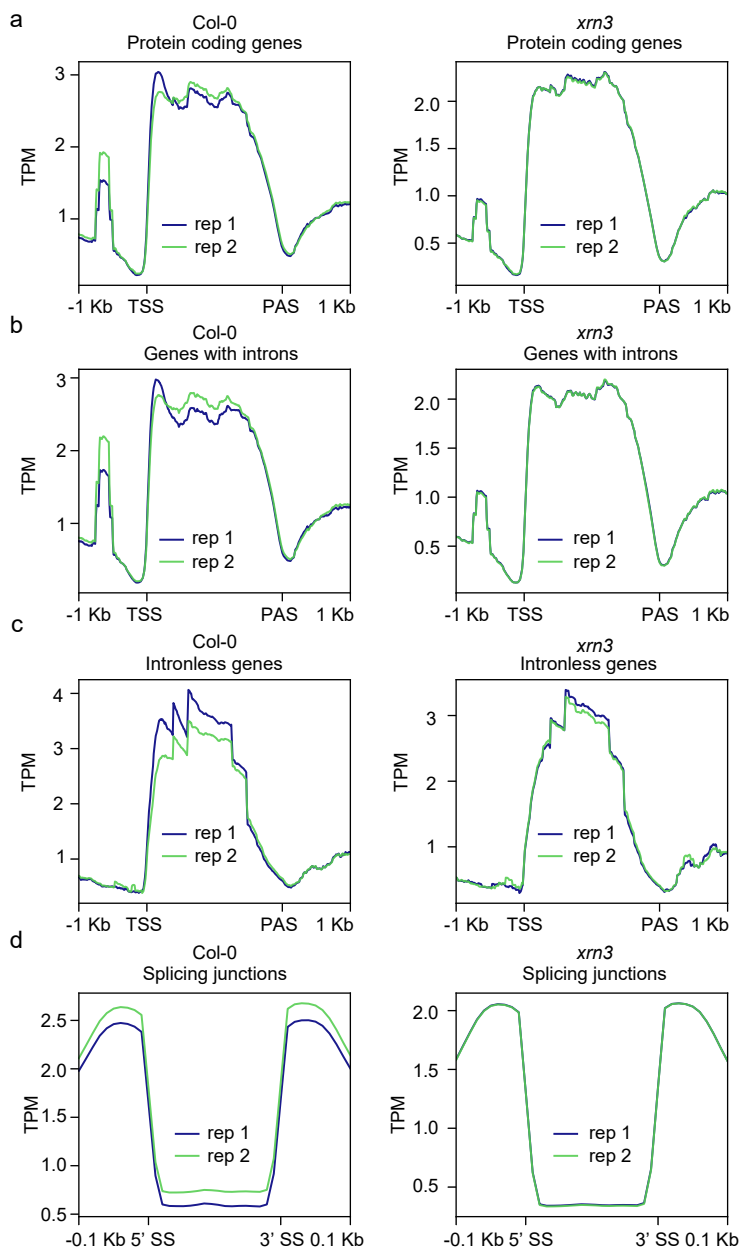

**Fig. S15 Metagene plots of CB-RNA-seq data from different biological replicates of Col-0 and *xrn3*.** Metagene plots demonstrate the distribution of nascent RNA from different gene groups along gene features based on CB-RNA-seq data. **a** Results from all the protein-coding genes. **b** Results from genes with introns. **c** Results from the intronless genes. **d** Metagene profile at the splicing junctions (exon-intron-exon units).

How the deposited data were processed for this re-analysis (not part of the article)

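The analysis covers 4 conditions of Ser2P pNET-seq (Col-0, xrn3, and Col-0 treated with DMSO or herboxidiene), CB-RNA-seq of Col-0 and xrn3, and total RNA-seq after DMSO or herboxidiene, all from seedlings 14 days old. Each condition had 2 libraries in pNET-seq and CB-RNA-seq and 3 in total RNA-seq, and the 8 deposited tables used here hold 1 pooled value per condition. Samples were grouped by these conditions. Since no value per library was used here, no standard deviation and no test across replicates was computed, and no p-value is given for differences between genotypes or treatments.

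For pNET-seq, the authors trimmed reads with fastp, mapped them to TAIR10 with HISAT2, kept unique reads with SAMtools, removed PCR duplicates with gencore and kept the 3' nucleotide of read 1. The deposited gene body reads and peak window reads are whole-number counts that the authors did not normalise. The deposited TPM values were computed by the authors per condition. The 3'PI is a ratio that the authors computed as the read density of the peak window over that of the gene body. The peak window is the 50-bp window with most reads, in steps of 5 bp, in the region from 150 bp before to 300 bp after the PAS, and the gene body ends 301 bp before the PAS. The deposited p-value of each gene comes from the authors' Fisher test of the peak window against the gene body, and the deposited q-value from its Benjamini-Hochberg adjustment. The tables hold only genes that passed this test.

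For CB-RNA-seq and total RNA-seq, the authors trimmed reads with Trimmomatic, mapped them with HISAT2 and kept unique reads, and TPMCalculator gave the expressed genes with a TPM of at least 1. The deposited SS ratio of an intron is the authors' ratio of intronic to exonic reads next to a splice site, and the deposited table gives the counts behind it. Coordinates and exon numbers of genes and introns come from the deposited tables and the TAIR10 annotation. Of the 121244 nuclear introns listed, 98.8% have GT and AG at their ends in the reference, and 99.6% of the paused Col-0 genes were found in it. Only 8.48% of these had the same start and end there, so the deposited coordinates were used. The distance to the downstream gene is the exception, as its gene ends, overlaps and neighbours come from the annotation.

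The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Chloroplast and mitochondrial genes were left out, apart from their read shares. The organellar genes held 0.0323% of the gene body reads listed for Col-0, 0.0183% for the libraries labelled xrn3, 0.997% for DMSO and 0.730% for herboxidiene. Correlations across genes are Spearman's rho, with partial rank correlations where a second variable is held. Intervals of medians and correlations are 95% bootstrap intervals from 1000 resamplings of genes with random seed 1. The 3'PI was compared between conditions as a log2 ratio at genes listed in both. Per gene, peak window and gene body counts of a pair of conditions were compared by a two-sided Fisher's exact test, and per intron or gene the intronic and exonic counts in the same way, with Benjamini-Hochberg adjustment and a threshold of 0.05. A gene or intron counted as inhibited in splicing when its summed ratio rose in this test. These tests compare the pooled libraries, not the conditions, because the variation between libraries does not enter them. The tests were tested on simulated data drawn from the real genes' counts. With 200 genes raised 2-fold, 69.5% of them were recovered among 17714 genes for Col-0 and the libraries labelled xrn3, and 4.79% of the calls were unchanged genes. For DMSO and herboxidiene, 17% were recovered among 11590 genes, and 5.56% of the calls were unchanged genes. Falls, variation between libraries and the choice of the peak window were not simulated, and more genes were called in the data than were raised here. The recovered shares may therefore differ in the real data, and the share of false calls may be higher.

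The paper's Table S1 gives the uniquely mapped reads per library, as stated with each experiment. Precision for single genes follows the counts: the median listed gene had 88 peak window reads in Col-0, 188 in the libraries labelled xrn3, 16 in DMSO and 12 in herboxidiene.

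The genes named in the text are those the paper names in its text or figures for these data, and in each comparison the 2 called genes with the largest rise and the 2 with the largest fall among genes with at least 100 gene body reads in both conditions. This rule, the statistics and the alternatives were set before the data were examined, apart from alternatives that are said to have been chosen after seeing the data. The alternatives were a threshold of 0.01, a 3'PI of at least 2 or 4, at least 20 gene body reads, at least 10 exonic reads, peak windows within 25 bp, a 1.5-fold change, other definitions of exon number and of the downstream gene, exon number capped at 11, genes with at least 2 exons, length windows of 0.1 kb, medians over introns, ratios above 1 left out, 5 groups of equal size and partial correlations.

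XRN3 gene body reads were higher in the libraries labelled xrn3 than in Col-0. Whether the mutation should lower or raise these reads is not known here, so the labels of these libraries are given as labels. The paper reports more readthrough in xrn3 than in Col-0, which was not analysed here. A second table of SS ratios for Col-0 that names no assay was not used here, since its libraries were not mapped to an experiment. It holds 4 value columns. Expressed genes without a pause, readthrough and termination windows, metagene profiles, other Pol II forms and quantitative PCR were not analysed here.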

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

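The tests by the ratio of sums and of depth for XRN3, of a rise along the whole XRN3 gene and of exchanged library names in CB-RNA-seq and pNET-seq were chosen only after the result was seen.

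SS ratios were lower in the CB-RNA-seq libraries labelled xrn3 than in Col-0, a comparison the paper does not report. Summed over the 93919 introns counted in both, the 5'SS ratio was 0.185 in the libraries labelled xrn3 and 0.254 in Col-0. The ratio of these sums, 0.727, restates the fall and tests no explanation. Among the 3747 genes with most exonic reads, out of 4 groups, the median log2 change was -0.44 (95% interval -0.45 to -0.43), against -0.37 over all genes, so ratios from few reads are excluded as the cause. The summed ratio of both sites was lower at 84.6% of 15035 genes, so a few genes with many reads are excluded as the cause. A candidate explanation is more mature RNA in the chromatin pellets of the libraries labelled xrn3. This predicts a larger fall at genes with more steady-state RNA per transcribing Pol II, and rho between the fall and that measure was -0.126 (95% interval -0.146 to -0.108, 10587 genes), beyond the -0.1 set in advance but small. Splicing that is more efficient in these libraries was not tested apart from it, and neither was a batch difference, as each condition is a single pooled value. Exchanged names of the CB-RNA-seq libraries, which were not excluded, would reverse the direction. The change of the SS ratio and that of the 3'PI had a rho of -0.0324 across genes.

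XRN3 itself, the gene mutated in xrn3, had 9931 gene body reads in the pNET-seq libraries labelled xrn3 against 302 in Col-0. Scaled to all gene body reads, this is a log2 change of 3.96, outside the range from -0.79 to 1.16 that holds the middle 95% of 17714 genes, so depth is excluded as the cause. A larger rise was seen at 10 genes. The peak window reads rose less, by a scaled log2 change of 1.14. In CB-RNA-seq, the scaled log2 change of the exonic reads of XRN3 was -0.30, so RNA on chromatin did not rise along the whole gene. Along its 22 introns, the change of the exonic reads went from 0.46 at the first to -1.24 at the last, with a rho of -0.783 with intron number, and 5 of 860 genes had a gradient as negative or more so. A mutation that disrupts XRN3 late in the gene may leave such a gradient, but its place was not tested against the reads. Exchanged names of the CB-RNA-seq libraries would make genes with a large pNET-seq rise lower in the libraries labelled xrn3. Of 43 genes with a more than 4-fold rise, 69.8% had more CB-RNA-seq reads there (95% interval 54.9% to 81.4%, against 48.9% of 13852 genes in all), but the changes in pNET-seq and CB-RNA-seq had a rho of -0.00415 (-0.0219 to 0.0128) across all of these genes, so the test lacks the link it needs and an exchange of the CB-RNA-seq names stays open. Exchanged names of the pNET-seq libraries would make the DMSO libraries, from Col-0 plants, look like those labelled xrn3. Of 76 genes with a more than 4-fold change of scaled gene body reads, 78.9% (68.5% to 86.6%) had DMSO reads nearer to Col-0. With gene body reads scaled to the same total over the genes listed in all of them, XRN3 had 23.0 in DMSO, 29.9 in Col-0 and 490.2 in the libraries labelled xrn3, so this exchange is excluded.

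The DMSO table lists 45 chloroplast and mitochondrial genes as paused, although Pol II does not transcribe these genomes. Background RNA in the immunoprecipitation predicts a similar share of organellar reads in the conditions of one experiment. The share in Col-0 was 1.77 times that in the libraries labelled xrn3, and the share in DMSO 1.37 times that in herboxidiene. These shares depend on which genes passed the authors' test in each condition. At organellar genes listed in both conditions the values were 1.58 (14 genes) and 1.50 (37 genes). Each is a single pooled value with no spread between libraries, so a constant background is neither shown nor excluded. Between experiments the share in DMSO was 30.8 times that in Col-0. A background that varies between preparations may remain, and no biological explanation was tested.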

How the results depend on the processing

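Values from alternatives added later are marked as chosen after seeing the data, and the cause of a shift was not tested. No paired analysis was possible because the tables used here hold 1 pooled value per condition. For the same reason leaving out 1 library, edgeR or DESeq2 across libraries and a replicate block were not run, as the coverage files per library that the paper names were not used here. All expressed genes with a 3'PI were not compared either, since the tables used list genes that passed the authors' test. Genes paused in both treatments for the herboxidiene 3'PI, and genes with a 3'PI in both conditions or paused genes for gene body density, are by construction the sets already used. In all, 169 values were computed over 62 results: 124 stayed within the limits set for a shift, 43 moved and 2 changed sign.

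Counting only the next gene on the same strand moved the correlation with downstream distance to -0.0933, and the next protein-coding gene to -0.165. A threshold of 0.01 left 1537 genes with a changed 3'PI in the libraries labelled xrn3 in place of 2646, a 1.5-fold change left 1466, and both differ by more than 1.5 times. The 0.01 threshold put the single-exon share at 11.6%. Genes with at least 2 exons gave a rho of the 3'PI with exon number of 0.437 in Col-0, 0.454 in the libraries labelled xrn3, 0.357 in DMSO and -0.00722 in herboxidiene, where the sign changed. At least 20 gene body reads gave 0.492 in DMSO and 0.155 in herboxidiene, 0.424 for gene length, 0.45 for gene length at single-exon genes and -0.42 for the log2 change in herboxidiene. The same limit, chosen after seeing the data, gave -0.365 for gene body density and 0.45 for exon length at single-exon genes. In DMSO, genes paused under both treatments gave 0.484. In herboxidiene, 2 sets chosen after seeing the data gave -0.0115 (unlisted genes ranked lowest, sign changed) and 0.136 (all genes paused in herboxidiene).

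The median over introns gave -0.219 for the 3'PI with the 3'SS ratio and -0.195 with the 5'SS ratio. By 3'PI group, exon number with the 3'SS ratio was -0.319, -0.257, -0.233 and -0.21 in parts 1 to 4. Chosen after seeing the data, it gave -0.312 and -0.232 for exon number with the 3'SS and 5'SS ratios at all paused genes, -0.23, -0.175, -0.14 and -0.158 for the 5'SS ratio in parts 1 to 4, and 0.382 for the 3'PI in part 3 by 5'SS ratio. Given exon number, the partial rho was -0.100 with the 3'SS ratio and -0.113 with the 5'SS ratio. Without ratios above 1, part 0 gave 0.12 by 3'SS ratio and, chosen after seeing the data, 0.0717 by 5'SS ratio. With groups of equal size, the 3'PI with exon number was 0.358 and 0.412 in parts 1 and 2 by 3'SS ratio, and the 3'SS ratio with exon number -0.22 and -0.150 in parts 1 and 2 by 3'PI. Chosen after seeing the data, equal groups gave 0.302 and 0.388 in parts 0 and 1 by 5'SS ratio, and -0.194, -0.144 and -0.0688 for the 5'SS ratio in parts 0, 1 and 2 by 3'PI.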

Differences from the paper's values

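The correlation of the 3'PI with the distance to the downstream gene was -0.183, against the paper's -0.1. Of the alternatives set before the data were examined, the next gene on the same strand closed the gap (-0.0933), and the next protein-coding gene (-0.165) and at least 20 gene body reads (-0.182) did not. The distances start at the gene ends of the annotation, which can differ from the PAS used for the 3'PI. Whether this contributes to the gap was not tested.

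In herboxidiene the correlation of the 3'PI with exon number was 0.0875, against about 0.02 in Fig. 5c of the paper, read by eye. None of the alternatives set before the data were examined closed the gap: at least 20 gene body reads gave 0.155, the largest exon number over isoforms 0.0829, exon number capped at 11 0.0890 and at least 2 exons -0.00722. The sets chosen after seeing the values, with unlisted genes ranked lowest (-0.0115) or all genes paused in herboxidiene (0.136), did not close it either.

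The correlation of the 3'PI with the 5'SS ratio was -0.172, against about -0.19 in Fig. 4b of the paper, read by eye. The median over the introns of a gene closed the gap (-0.195), and introns with at least 10 exonic reads (-0.172), ratios above 1 left out (-0.163) and the partial correlation given exon number (-0.113) did not.

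For the 3'SS ratio against exon number by 3'PI group, part 1 gave -0.268 against about -0.32 in Fig. 4d of the paper, read by eye. The median over introns closed the gap (-0.319). At least 10 exonic reads (-0.266), ratios above 1 left out (-0.274) and groups of equal size (-0.2202) did not. Part 3 gave -0.159 against about -0.23 in Fig. 4d, read by eye. The median over introns closed this gap too (-0.233), and the other alternatives did not (-0.1595, -0.173 and -0.161 in the same order). The median over introns also opened gaps where the mean had none. In Fig. 4d it gave -0.257 in part 2 against about -0.22 and -0.21 in part 4 against about -0.16, read by eye, where the mean gave -0.199 and -0.149. In Fig. S6c, where it was chosen after seeing the values, it gave -0.175, -0.14 and -0.158 in parts 2, 3 and 4 against about -0.12, about -0.1 and about -0.09, read by eye, where the mean gave -0.106, -0.0694 and -0.0951.

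Over all paused genes, the 3'SS ratio and exon number gave -0.247 against about -0.32 in Fig. 4d of the paper, read by eye. The median over introns (-0.312), chosen after seeing the values, closed the gap. At least 10 exonic reads (-0.247) and ratios above 1 left out (-0.252), also chosen after seeing the values, did not. For the 5'SS ratio the value was -0.165 against about -0.22 in Fig. S6c of the paper, read by eye. The median over introns (-0.232), chosen after seeing the values, closed the gap, and at least 10 exonic reads (-0.163) and ratios above 1 left out (-0.156), also chosen after seeing the values, did not.

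The paper states that gene length goes with the 3'PI only at genes with few exons. At genes with 6 exons rho was -0.0750 with an interval from -0.132 to -0.0159, and so a small negative correlation was left. Fig. S5a of the paper gives about -0.08 there, read by eye. The difference is therefore from the paper's wording and not from its value. The paper describes a gradual change of the correlations from the group with the highest 3'PI to the lowest. For the 5'SS ratio part 4 (-0.0951) was stronger than part 3 (-0.0694), with overlapping intervals. The paper reports a fall of the 3'PI after herboxidiene. At single-exon genes the median log2 change was a rise of 0.27. The paper's model, which was not analysed here, gave a shorter 3' end pausing time for these genes after herboxidiene.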

Other observations

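The test at genes with 4 or more exons was chosen only after the result was seen. The other tests given in this part were chosen before their result was seen, though on the same tables in which the patterns were noticed.

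The fall of the 3'PI after herboxidiene was examined for technical causes. Genes were split into 4 groups by their gene body reads in DMSO. The median log2 change was -0.189 (95% interval -0.22 to -0.16, 2901 genes) in the group with most reads, against -0.51 in the group with fewest. A difference in depth is therefore excluded as the whole cause, since the change stays away from 0 where reads are many. The value fell just short of -0.194, the limit of 0.5 times the change over all genes that was set for this test, so that part of the fall may come from low read numbers or from the kinds of genes in each group. Among genes with at least 2 exons, peak window reads scaled to the gene body reads of single-exon genes changed by a median log2 of -0.46 (10472 genes), so a rise of gene body density alone is excluded. The size of this value depends on the scaling. Scaled to the median single-exon gene, the peak window reads changed by -0.11 (-0.11 to -0.08) and the gene body reads by 0.46, against 0.10 for the gene body in the first scaling. Across exon numbers, the change of the peak window reads had a rho of -0.328 and that of the gene body reads 0.399, neither of which depends on a scaling factor.

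The dependence of this change on exon number had a rho of -0.543 over all genes. Given the 3'PI in the separate Col-0 libraries, the partial rho was -0.388 (95% interval -0.403 to -0.371, 11374 genes), so a larger fall of high values at any exon number is excluded as the whole cause. With the unlisted genes ranked as the largest falls, rho was -0.383 (-0.398 to -0.368, 14999 genes), and ranked as the largest rises -0.259 (-0.276 to -0.243), so the loss of unlisted genes is excluded as the whole cause where they all went one way. The correlation among genes with at least 500 gene body reads in DMSO was -0.547, but 80.4% of these were listed in herboxidiene against 77.3% of all, so this value tests little of the selection.

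The 3'PI of single-exon genes rose in herboxidiene, a rise that the paper's text does not describe. For these genes the paper's model gave a shorter 3' end pausing time after herboxidiene, the opposite direction. The model was not analysed here, so the source of this difference was not tested. Single-exon genes were split into 4 groups by gene body reads. In the group with most reads, the median log2 change was 0.28 (95% interval 0.23 to 0.33, 281 genes), so depth is excluded. Of the 1435 single-exon genes paused in DMSO, 55.7% (53.2% to 58.3%) were listed and higher in herboxidiene, so the rise is not left over from selection. At these genes, the scaled gene body reads changed by -0.35 and the peak window reads by -0.01. Scaled to the median single-exon gene, the gene body change is 0 by construction and the peak window reads rose by 0.34, so whether the gene body fell or the peak rose depends on the scaling. A candidate explanation is an effect of herboxidiene on transcription that does not run through the splicing of the same gene, a hypothesis that was not tested.

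If the loss of splicing lowered the 3'PI gene by gene, genes with a larger rise of the SS ratio might show a larger fall of the 3'PI. The correlation of both log2 changes was 0.236 (95% interval 0.213 to 0.258, 7179 genes), opposite in sign to this hypothesis, and 0.0872 given exon number. These SS ratios are from total RNA, where exonic reads can include RNA spliced before the treatment. Their change may therefore not measure how far splicing on chromatin was inhibited, so the hypothesis is not decided by this value.

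The small rise of the 3'PI in the libraries labelled xrn3 was 0.15 (95% interval 0.14 to 0.16, 4429 genes) in the group of genes with most Col-0 gene body reads, out of 4 groups, and 0.10 in the group with fewest. Chance maxima in windows with few reads would raise the 3'PI of the shallower Col-0 libraries and so work against the rise, and these values do not test its source. A batch difference between pooled libraries stays open.

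The density of the peak window rose with exon number in Col-0, with a rho of 0.155 (95% interval 0.141 to 0.170). This rise rests on the genes with few exons. Among the 11493 genes with 4 or more exons the peak density had a rho of 0.00122 (-0.0182 to 0.0191) with exon number. The gene body density had -0.273 there and the 3'PI 0.335, so the rise of the 3'PI went with a lower gene body density. Neither density is scaled for the initiation rate of a gene. These values therefore cannot tell a stronger pause from a change in the gene body alone.

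A closer link of the 3'PI with the last intron than with the first was tested at 7583 genes with at least 5 introns. The correlation of the 3'PI with the 3'SS ratio was -0.150 for the first and -0.0273 for the last intron, and the difference of 0.123 (95% interval 0.0948 to 0.153) went the other way. The median 3'SS ratio was 0.214 at the first and 0.353 at the last intron. Reads of unfinished transcripts that end inside the last intron were not modelled.

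The peak windows in Col-0 had a median GC content of 34% against 33.7% in the terminal regions around them. The median difference was 0.749 percentage points, and rho between the 3'PI and GC was 0.0612, both above 0 but within the limits set in advance, so GC content is excluded as the main basis on which windows are picked. Other features of the base composition were not compared.

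GCP1 (AT2G45270) had the largest called rise in the libraries labelled xrn3 among the genes with at least 100 gene body reads. Its 3'PI was 120 in DMSO and 131 in herboxidiene, both Col-0 plants, so the untreated Col-0 libraries are the exception. The source of that was not tested.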
